# RTEL1 Regulates G4/R-Loops to Avert Replication-Transcription Collisions

**DOI:** 10.1016/j.celrep.2020.108546

**Published:** 2020-12-22

**Authors:** Panagiotis Kotsantis, Sandra Segura-Bayona, Pol Margalef, Paulina Marzec, Phil Ruis, Graeme Hewitt, Roberto Bellelli, Harshil Patel, Robert Goldstone, Anna R. Poetsch, Simon J. Boulton

**Keywords:** RTEL1, R-loops, G-quadruplexes, G4-DNA structures, replication stress, transcription, genome instability

## Abstract

Regulator of telomere length 1 (RTEL1) is an essential helicase that maintains telomere integrity and facilitates DNA replication. The source of replication stress in *Rtel1*-deficient cells remains unclear. Here, we report that loss of RTEL1 confers extensive transcriptional changes independent of its roles at telomeres. The majority of affected genes in *Rtel1*^*−/−*^ cells possess G-quadruplex (G4)-DNA-forming sequences in their promoters and are similarly altered at a transcriptional level in wild-type cells treated with the G4-DNA stabilizer TMPyP4 (5,10,15,20-Tetrakis-(N-methyl-4-pyridyl)porphine). Failure to resolve G4-DNAs formed in the displaced strand of RNA-DNA hybrids in *Rtel1*^*−/−*^ cells is suggested by increased R-loops and elevated transcription-replication collisions (TRCs). Moreover, removal of R-loops by RNaseH1 overexpression suppresses TRCs and alleviates the global replication defects observed in *Rtel1*^*−/−*^ and *Rtel1*^*PIP_box*^ knockin cells and in wild-type cells treated with TMPyP4. We propose that RTEL1 unwinds G4-DNA/R-loops to avert TRCs, which is important to prevent global deregulation in both transcription and DNA replication.

## Highlights

• Rtel1 loss and G4 stabilization cause overlapping transcriptional changes
• Rtel1 loss and G4 stabilization cause transcription-replication conflicts
• Replication stress caused by Rtel1 loss or RTEL1/PCNA mutation is R-loop dependent
• G4 stabilization causes replication stress that is R-loop dependent

## Introduction

Maintenance of genome stability is essential for organismal development and tumor avoidance. A major source of toxic DNA lesions in cells arise from obstacles that interfere with DNA replication and transcription. One such obstacle is the G-quadruplex (G4)-DNA secondary structure, which can form in G-rich repetitive DNA sequences. Mechanisms that resolve G4-DNA structures have been shown to be essential for maintenance of both genome and epigenetic stability. When formed on the leading strand, G4-DNA impedes replication fork progression and hinders DNA replication through repetitive telomeric sequences, leading to telomere fragility (Schiavone et al., 2014, 2016; Vannier et al., 2012).

Transcribed G4-DNA loci often co-exist with stable RNA-DNA hybrids (R-loops) that occur when the nascent RNA molecule hybridizes with the template DNA strand, resulting in G4-DNAs in the displaced single-stranded DNA (ssDNA) (Duquette et al., 2004; Yadav et al., 2016). Evidence for the interdependence between G4-DNA and R-loops comes from observations that R-loops are enriched in sequences harboring G4-DNA motifs in the non-template DNA strand and that R-loop-specific DNA damage is induced by long tandem G-rich repeats and G4-stabilizing ligands (Chen et al., 2019; De Magis et al., 2019; Ginno et al., 2012; Nguyen et al., 2017a). These G-rich promoter sequences can also harbor G4-DNAs that can affect gene regulation and mRNA translation (Varshney et al., 2020). The presence of persistent G4/R-loops may also increase collisions between replication and transcriptional machineries, leading to deleterious transcription-replication conflicts (TRCs). Hence, cells require mechanisms to tolerate, prevent, and resolve TRCs caused by persistent G4/R-loops, most of which remain poorly understood.

Regulator of telomere length 1 (RTEL1) was first identified as impacting telomere length in mice (Ding et al., 2004). *Rtel1* knockout cells exhibit chromosomal aberrations and telomere dysfunction. RTEL1 was also independently identified as anti-recombinase, which disassembles D-loops to counteract non-productive recombination events or reverses homologous recombination (HR) to alter the outcome of the repair reaction (Barber et al., 2008). Based on its D-loop-disrupting activity, it was postulated that telomere dysfunction in *Rtel1*-deficient mouse cells might reflect a failure to dismantle t-loops, which form when the 3′ single-stranded telomeric overhang invades into upstream telomere repeats forming a D-loop intermediate at the point of strand invasion. Indeed, cells lacking RTEL1 fail to efficiently unwind t-loops, which triggers catastrophic processing of persistent t-loops by the SLX1/4 nuclease complex, leading to critically short telomeres (Vannier et al., 2012).

In addition to its roles at vertebrate telomeres, RTEL1 also associates with proliferating cell nuclear antigen (PCNA) via a PIP box domain in its C terminus (Vannier et al., 2013). Although RTEL1 is not constitutively associated with the replisome, it does accumulate at sites of replication stress in a PIP-box-dependent manner, and cells lacking RTEL1 are hyper-sensitive to lesions that stall the replisome. At an organism level, RTEL1-PIP box knockin mice are viable, but aging studies of these mice revealed that RTEL1 acts as a tumor suppressor and is associated with heighted predisposition to lymphoma and medulloblastoma (Vannier et al., 2013). Subsequent genome-wide association studies identified RTEL1 as a susceptibility locus for astrocytomas, high-grade gliomas, and many other cancers. Hypomorphic mutations in human *RTEL1* are also causal for Hoyeraal-Hreidarsson syndrome (HHS), a severe disorder associated with inter-uterine growth retardation, microcephaly, bone marrow failure, immunodeficiency, and many other complications (for review, see Vannier et al., 2014).

While the etiology of HHS remains to be fully elucidated, patient-derived cells and PIP box knockin mouse cells present with both telomeric attrition, increased replication stress, and reduced proliferative capacity in culture. Consistent with a role in facilitating DNA replication, *Rtel1*-deficient and PIP box knockin cells exhibit reduced bromodeoxyuridine (BrdU) incorporation, replication fork asymmetry, reduced replication fork extension rates, and increased origin usage (Vannier et al., 2013). Blocking new origin activation in these cells restored inter-origin distances and fork speeds to wild-type (WT) levels but failed to rescue replication fork asymmetry. Hence, it was proposed that the primary replication defect in *Rtel1*-deficient cells occurs at the level of replication fork stalling and/or collapse (Vannier et al., 2013). More recently, it was reported that loss of *Rtel1* is synthetic lethal with depletion of replication initiation factors, including DNA polymerase epsilon (Bellelli et al., 2020). Collectively, these studies implicate RTEL1 in maintaining telomere homeostasis and facilitating genome-wide DNA replication. However, little is currently known about the source of replication fork stalling and/or collapse in *Rtel1*-deficient cells.

In this study, we show that *Rtel1*-deficient cells exhibit profound changes in transcription with the majority of affected genes possessing G4-DNA-forming sequences in their promoters and many corresponding to chromosomal fragile sites. Moreover, very similar transcriptional changes are observed in WT cells treated with the G4-stabilizing drug TMPyP4. Consistent with studies showing that G4-DNA structures can assemble in the displaced strand formed by R-loops (Duquette et al., 2004; Yadav et al., 2016), we found that loss of RTEL1 results in increased R-loop levels and elevated TRCs. Strikingly, removal of R-loops by RNaseH1 (RNH1) overexpression suppressed the TRCs, global replication defects, and associated genome instability in both *Rtel1*-deficient cells and in WT cells treated with TMPyP4. Based on these data, we propose that RTEL1 unwinds G4-DNA/R-loops to avert TRCs, which we propose are the source of altered transcription and genome-wide replication defects in *Rtel1*-deficient cells.

## Results

### *Rtel1* Deletion and G4 Stabilization Change Transcriptional Landscape in a Similar Pattern

To investigate the source of replication aberrations in *Rtel1*-deficient cells, we used an established *Rtel1*^*F/F*^ Cre-lox system to conditionally inactivate *Rtel1* in mouse embryonic fibroblasts (MEFs). Infection of cells with a Cre-GFP-expressing adenovirus, but not a GFP-expressing control, results in loss of the floxed *Rtel1* allele and the subsequent elimination of RTEL1 protein (Vannier et al., 2012). Defects in DNA replication past G4-DNA structures have been linked to epigenetic changes that affect transcription (Sarkies et al., 2010, 2012). Although there has been no prior suggestion of a role for RTEL1 in transcription, we reasoned that failure to unwind G4-DNA structures in the absence of RTEL1 may result in increased TRCs and perturbations in transcription. To test this possibility, we conducted RNA sequencing (RNA-seq) analysis of *Rtel1*-proficient (+GFP) and -deficient (+Cre) cells and examined potential changes in the transcriptional landscape. This analysis revealed that loss of RTEL1 (*Rtel1*^*F/F*^ +Cre) results in substantial changes in the expression levels of 5,698 transcripts with an adjusted p (adj-p) value cutoff of 0.01, with 2,994 transcripts showing increased levels and 2,704 showing reduced levels, relative to control cells (*Rtel1*^*F/F*^ +GFP) (Figures 1A and S1A). 

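RNA from mouse embryonic fibroblasts was sequenced in 7 groups of 3 libraries each. The groups were *Rtel1* F/F +GFP, *Rtel1* F/F +Cre and *Rtel1* F/F +GFP +TMPyP4 cells, *Rtel1* F/F cells that express RTEL1 C1252A/C1255A from a vector, infected with GFP or Cre, and *Terf1* F/F cells infected with GFP or Cre. Cells were collected 96 h after infection with the adenovirus, and TMPyP4, a ligand that stabilizes G4-DNA, was present at 10 μM for the last 48 h. The paper's methods give reads of 75 bp and 10% serum, the deposited labels give reads of 101 bp and 15% serum, and the counts do not settle which applies. The authors trimmed the reads with cutadapt 1.9.1, aligned them with STAR 2.5.2a and deposited the expected count that RSEM 1.3.0 estimated for each of 24454 RefSeq genes of mouse genome build mm10, with the strand of the reads taken into account. These counts had not been normalized, and all of them were whole numbers. Total counts per library were between 32069888 and 51938593, with a median of 43013208. In *Rtel1* F/F cells they were between 43732660 and 47300825 with GFP (median 45358939), between 37651982 and 43896564 with Cre (median 40729951) and between 32069888 and 43013208 with TMPyP4 (median 42008482). With RTEL1 C1252A/C1255A they were between 38108060 and 47906610 with GFP (median 44933721) and between 41640285 and 51938593 with Cre (median 43474602). In *Terf1* F/F cells they were between 39208515 and 42532282 with GFP (median 41902875) and between 36786352 and 45262564 with Cre (median 43111299). Libraries were normalized by edgeR's TMM method, and its filterByExpr function kept 13719 genes for testing. All 7 groups were fitted in a single model, which left 14 residual degrees of freedom per gene. Differences between groups were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (two-sided), and genes with an adjusted p of at most 0.01, the threshold of the paper, were called differentially expressed. The paper's own calls came from DESeq2, and its text does not name the libraries that entered each fit. Standard errors of log2 fold changes were obtained by dividing the absolute log2 fold change by the square root of the test's F statistic. The targeted genes were examined first, in CPM, counts scaled to the normalized size of each library. *Rtel1*, on chromosome 2 of GRCm38 (the assembly that mm10 is built from) at 181319711 to 181356616, had 66.2, 59.1 and 60.2 CPM in the 3 *Rtel1* F/F +GFP libraries, 29.9, 31.9 and 26.8 CPM in the +Cre libraries and 66.3, 79.0 and 70.9 CPM in the TMPyP4 libraries. For RTEL1 C1252A/C1255A, where a gene's count does not tell the transcripts of the mutant from those of the floxed alleles, *Rtel1* had 338, 328 and 331 CPM with GFP and 283, 253 and 257 CPM with Cre. *Terf1*, on chromosome 1 at 15805546 to 15844052, had 27.9, 29.6 and 30.3 CPM in the *Terf1* F/F +GFP libraries, and only 5, 2 and 1 counts (0.110, 0.0458 and 0.0268 CPM) in the +Cre libraries. The targeted gene was therefore lower in every +Cre library than in every +GFP library of the same line, as the labels have it. In a principal component analysis of the 15 *Rtel1* F/F libraries, the first component held 52.4% of the variance and set the *Rtel1* F/F +GFP libraries apart from the other 12.

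**Figure D1:**
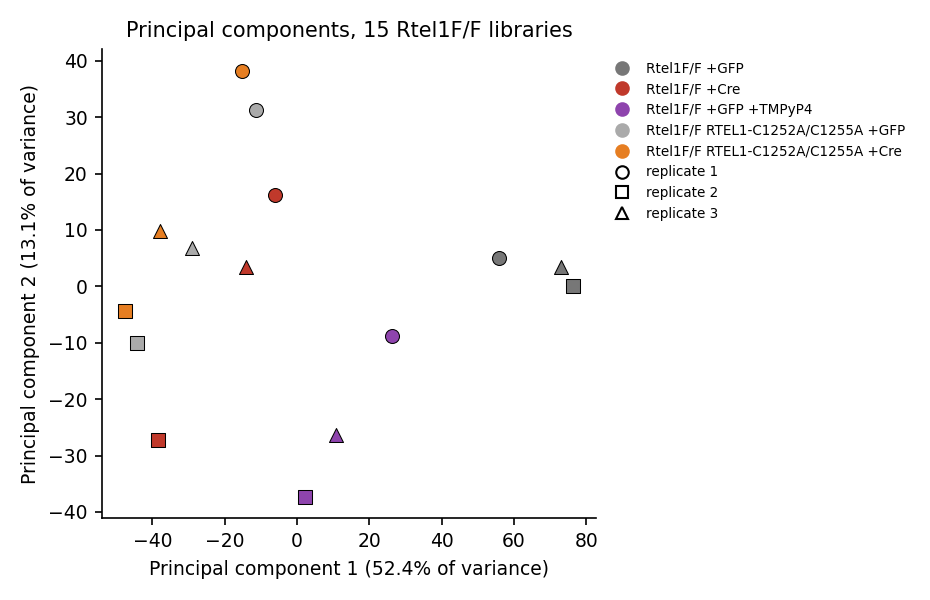
Scores of the 15 *Rtel1* F/F libraries on the first and second principal components of log2 CPM, with 1 point per library and colours for the 5 groups. On the first component the *Rtel1* F/F +GFP libraries lie between 55.7 and 76.4, the TMPyP4 libraries between 2.05 and 26.4, and the other 9 libraries below 0.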

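In *Rtel1* F/F +Cre cells, 5902 genes (43.0% of the genes tested) were differentially expressed relative to *Rtel1* F/F +GFP cells, of which 3015 had increased and 2887 had reduced levels. The median absolute log2 fold change of these genes was 0.67. The alternative that moved this count most was a minimum absolute log2 fold change of 1, which 1693 of the genes passed, 520 with increased and 1173 with reduced levels. The paper's own tool called 6121 genes, 5746 of which were also called by edgeR. When only the 6 libraries compared were fitted, 4386 genes were called. With each library left out in turn, between 4697 genes (without +GFP replicate 2) and 5761 genes (without +GFP replicate 1) were called. *Rtel1* itself had 29.5 ± 2.56 CPM (SD, n = 3) in +Cre cells and 61.8 ± 3.83 CPM (SD, n = 3) in +GFP cells, a log2 fold change of -1.07 (standard error 0.0787, adjusted p = 5.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that stayed between -1.14 and -0.99 with each library left out in turn. Of the genes whose R-loops or transcripts the paper examines elsewhere, *Bmp4* (chromosome 14 of GRCm38, 46383525 to 46390669) had the largest change, from 20.5 ± 5.38 CPM to 1.85 ± 0.558 CPM (SD, n = 3), a log2 fold change of -3.46 (standard error 0.213, adjusted p = 6.0e-10 from the same edgeR test). *Adam22* (chromosome 5, 8072347 to 8368312) had a log2 fold change of -2.04 (standard error 0.211, adjusted p = 3.0e-07 from the same test), and *Dapk1* (chromosome 13, 60601723 to 60763191) of -1.56 (standard error 0.114, adjusted p = 4.9e-09 from the same test). *Bcl6* (chromosome 16, 23965050 to 23988866) fell by less, with a log2 fold change of -0.30 (standard error 0.0723, adjusted p = 0.00178 from the same test), and lost its call when only the 6 libraries compared were fitted, with an adjusted p of 0.0245 from the same test in a range from 4.2e-04 to 0.0245 over all alternatives. Each of these 5 genes was lower in every +Cre library than in every +GFP library. *Slx4*, with a log2 fold change of -0.32, was not called (adjusted p = 0.0120 from the same test), but was called in 7 of 10 alternatives and without +Cre replicate 1, over a range of adjusted p from 0.00212 to 0.0427. *Terf1*, with a log2 fold change of 0.26, was not called either (adjusted p = 0.0142 from the same test), but was called in 3 of 9 alternatives, over a range of adjusted p from 0.00114 to 0.527. *Terf2*, *Actb*, *Rnaseh1*, *Poldip3* and *Pcna* were called in no fit that was run, with log2 fold changes between -0.078 and 0.18 and adjusted p between 0.219 and 0.861 from the same test. Among genes with a mean of at least 5 CPM, the largest reductions were in *Fmod* (log2 fold change -7.29, chromosome 1, 134037254 to 134048280), *Agtr2* (-6.86, chromosome X, 21484624 to 21488833) and *Enpep* (-6.62, chromosome 3, 129269177 to 129332749). These reductions had adjusted p between 3.1e-12 and 5.0e-08 from the same test. The +Cre counts of *Agtr2* were 4, 5 and 2, so its value is a large fall and not a measured ratio. The largest increases were in *Tmem171* (log2 fold change 4.35, chromosome 13, 98686236 to 98695654), *Ptpn22* (3.90, chromosome 3, 103856575 to 103912252) and *Tmem254b* (4.83, chromosome 14, 26203366 to 26207025), and the first pair had an adjusted p of 1.6e-10 and 1.7e-11 from the same test. *Tmem254b* has the near-identical copies *Tmem254a* and *Tmem254c*, among which the counting could have split its reads, and its adjusted p of 0.00945 from the same test rose above the threshold in each of the 6 fits that left out 1 library (range over all fits from 0.00349 to 0.0514). Its +GFP counts were 0, 0 and 54, and its log2 fold change lay between 4.26 and 11.82 in these fits, the highest without +GFP replicate 3, where no +GFP count was left and the fitted value is not a measured ratio.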

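Telomere dysfunction was examined in *Rtel1* F/F cells that express RTEL1 C1252A/C1255A, a form of RTEL1 in which a pair of cysteines is replaced by alanine, and in cells that lost *Terf1*, which encodes a protein of the shelterin complex at telomeres. Between +Cre and +GFP cells that express RTEL1 C1252A/C1255A, 150 genes were differentially expressed, 72 with increased and 78 with reduced levels, and 1950 genes had an unadjusted p under 0.05. This count depended on the estimate of the spread. When only the 6 libraries of this line were fitted, 0 genes were called and 1256 of the 12618 genes tested had an unadjusted p under 0.05. The paper's tool called 339 genes, of which 135 had increased and 204 had reduced levels, and 148 of them were also called by edgeR. With each library left out in turn, the count was 52 without +Cre replicate 3 (24 increased, 28 reduced), 62 without +GFP replicate 1 (25 increased, 37 reduced), 71 without +GFP replicate 3 (32 increased, 39 reduced), 73 without +Cre replicate 2 (33 increased, 40 reduced), 101 without +GFP replicate 2 (42 increased) and 149 without +Cre replicate 1. With the replicate number as a block, 120 genes with reduced and 95 with increased levels were called. After Cre, 469 genes were differentially expressed in *Terf1* F/F cells, 364 with increased and 105 with reduced levels. Fewer genes were called without +Cre replicate 1 (282), +Cre replicate 2 (294), +GFP replicate 2 (282) or +GFP replicate 3 (301), and the number with reduced levels lay between 32 (without +Cre replicate 1) and 58 (without +GFP replicate 1) when any 1 of the 6 libraries was left out. More genes were called after *Terf1* loss by the paper's tool (640, with 438 increased and 202 reduced). The replicate number as a block gave 642 genes there, 182 of them with reduced levels. The difference between the effects of Cre was itself tested. It was past the threshold for 3450 genes when *Rtel1* F/F cells were set against RTEL1 C1252A/C1255A cells, and for 4147 genes when they were set against *Terf1* F/F cells. With the mutant, *Cdh13* (chromosome 8 of GRCm38, 118140017 to 119324929) fell from 22.4 ± 0.593 to 9.56 ± 0.111 CPM (SD, n = 3), with a log2 fold change of -1.23 (standard error 0.0948, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kirrel3* (chromosome 9, 34485853 to 35040807) had a log2 fold change of -1.21 (standard error 0.142, adjusted p = 1.2e-04 from the same test), and *Ndnf* (chromosome 6, 65671611 to 65712323) of -1.05 (standard error 0.207, adjusted p = 0.00870 from the same test). *Ndnf* lost its call in each fit that left out 1 library and, with the replicate number as a block, had an adjusted p of 0.0129 from the same test (range over all fits from 7.4e-05 to 0.0839). Increases were ranked among called genes with a mean of at least 5 CPM and no overlap between groups. The largest were in *Ccl5* (log2 fold change 1.18, chromosome 11, 83525778 to 83530518) and *Apol9a* (0.97, chromosome 15, 77403789 to 77411080). *Fam212b* (0.89, chromosome 3, 105704599 to 105720842) came next. Reads of *Apol9a* could have been shared with its near-identical copy *Apol9b*. These increases had adjusted p between 1.2e-04 and 8.8e-04 from the same test. All 6 of these genes lost their calls when only the libraries of this line were fitted, with adjusted p between 0.0237 and 0.171 from the same test. *Adam22* rose, with a log2 fold change of 1.17 (standard error 0.215, adjusted p = 0.00447 from the same test). It lost its call in 5 of 6 fits that left out 1 library (range over all fits from 9.7e-05 to 0.123). *Bmp4* and *Bcl6* fell, as after *Rtel1* loss, but were not called. Their log2 fold changes were -0.77 and -0.31 (adjusted p = 0.0481 and 0.0241 from the same test). Over all fits adjusted p was between 0.00653 and 0.163 for *Bmp4* and between 0.00110 and 0.322 for *Bcl6*. *Dapk1* was not called either (0.024, adjusted p = 0.995 from the same test).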

While a proportion of these changes could reflect an indirect consequence of *Rtel1*-dependent telomere phenotypes, analysis of telomere dysfunction using an RTEL1^C1252A/C1255A^ mutant, which is defective for t-loop unwinding, but does not result in global/telomere replication defects, or telomere fragility caused by shelterin gene *Terf1* knockout, did not cause such severe transcriptional changes (Figures 1B and 1C) (Sarek et al., 2015; Sfeir et al., 2009). Importantly, we failed to detect significant overlap in genes deregulated between RTEL1^C1252A/C1255A^ or *Terf1*^*−/−*^ and *Rtel1*^*−/−*^_._

**Figure 1:**
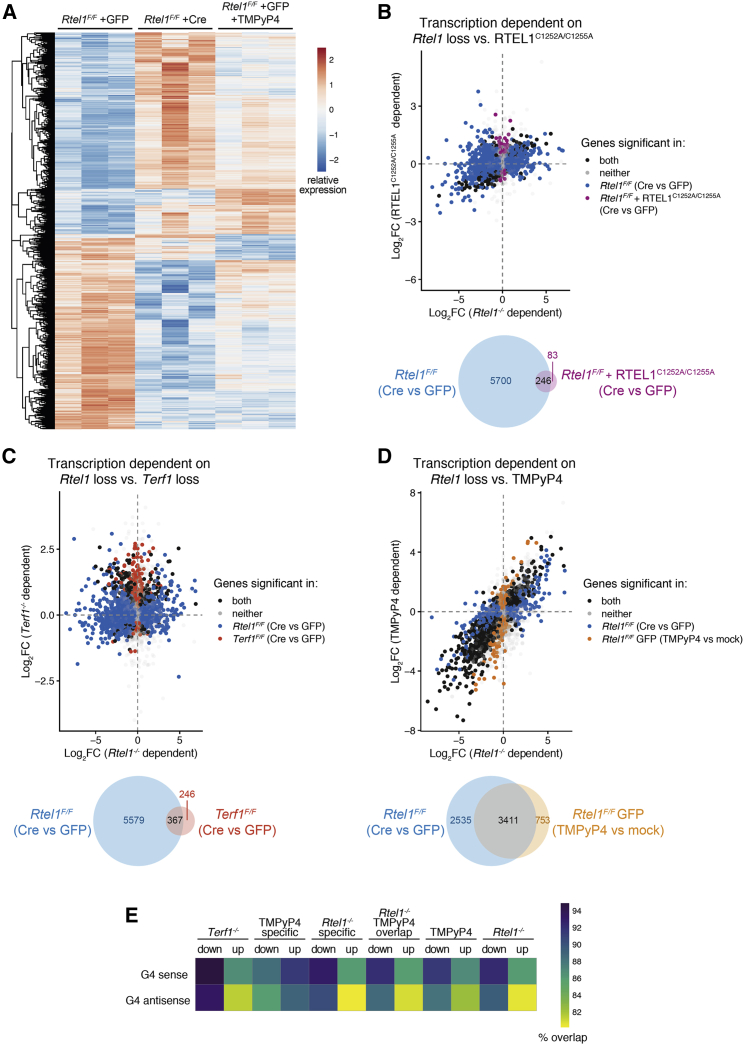
*Rtel1* Deletion Induces Transcriptional Changes That Are Independent of Its Role in Telomere Maintenance and That Overlap with Those Caused by G4 Stabilization (A) RTEL1^F/F^ MEFs were infected with GFP or Cre-GFP adenovirus and collected after 96 h or infected with GFP adenovirus for 48 h, treated with TMPyP4, and collected after 48 h. RNA was isolated, and gene expression levels were analyzed. Heatmap of norm transformed counts per significantly deregulated gene (p < 0.01 in any comparison between groups). Data are scaled by row and clustered with hierarchical clustering. (B) Top: comparative differential gene expression between samples when *Rtel1* was deleted (*Rtel1*^*F/F*^, Cre versus GFP) or contained a t-loop unwinding defect (*Rtel1*^*F/F*^ + RTEL1^C1252A/C1255A^, Cre versus GFP). Differentially expressed genes are differentiated by their significance (p < 0.01) in the respective comparisons. Bottom: Venn diagram of differentially expressed genes. (C) Top: comparative differential gene expression between samples when *Rtel1* was deleted (*Rtel1*^*F/F*^, Cre versus GFP) or are shelterin defective (*Terf1*^*F/F*^, Cre versus GFP). Bottom: Venn diagram of differentially expressed genes. (D) Top: comparative differential gene expression between samples when *Rtel1* was deleted (*Rtel1*^*F/F*^, Cre versus GFP) or treated with TMPyP4 (*Rtel1*^*F/F*^ GFP, TMPyP4 versus mock). Bottom: Venn diagram of differentially expressed genes. (E) Heatmap of comparative proportions of G4-containing promoters in sense and antisense of differentially regulated genes following various treatments as indicated.

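In *Terf1* F/F +Cre cells, *Terf1* itself had a log2 fold change of -8.79 (standard error 0.159, adjusted p = 3.8e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its +Cre counts were 5, 2 and 1, and counts of 3 or fewer were taken as not measurable above 0. The value is therefore a large fall and not a measured ratio. It lay between -9.52 and -8.49 with each library left out in turn. *Igfbp5* (-1.37, chromosome 1 of GRCm38, 72858065 to 72874865) and *Slc40a1* (-0.98, chromosome 1, 45908070 to 45926532) also fell, and *Slc40a1* lost its call without +Cre replicate 3, with an adjusted p of 0.0114 from the same test (range over all fits from 2.2e-05 to 0.0114). Increases were ranked among called genes with a mean of at least 5 CPM and no overlap between groups. The largest were in *Gm12250* (2.53, chromosome 11, 58183843 to 58190198) and *Ifi44l* (2.53, chromosome 3, 151758737 to 151762891). *Oasl1* (2.28, chromosome 5, 114923143 to 114937911) came next. These increases had adjusted p between 7.9e-08 and 7.8e-05 from the same test. *Dapk1* rose by 0.77 on the log2 scale (standard error 0.144, adjusted p = 0.00209 from the same test) and lost its call without +GFP replicate 1, with an adjusted p of 0.0191 from the same test (range over all fits from 6.5e-04 to 0.0191).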

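TMPyP4 treatment left *Rtel1* itself uncalled, with a log2 fold change of 0.22 (standard error 0.0774, adjusted p = 0.0281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adam22* fell to 0.550 ± 0.187 CPM (SD, n = 3), with a log2 fold change of -2.43 (standard error 0.221, adjusted p = 2.7e-07 from the same edgeR test), and did not differ between the treatments by more than the replicate error (direct comparison 0.39, adjusted p = 0.290 from the same test). *Bmp4* fell to 10.6 ± 1.25 CPM (SD, n = 3), with a log2 fold change of -0.95 (standard error 0.186, adjusted p = 5.6e-04 from the same edgeR test), and was lower in +Cre cells by -2.52 on the log2 scale (adjusted p = 1.1e-07 from the same test). *Dapk1* fell by 0.68 on the log2 scale (standard error 0.111, adjusted p = 9.8e-05 from the same test) and was lower in +Cre cells by -0.88 (adjusted p = 1.6e-05 from the same test). *Bcl6* fell by 0.39 (standard error 0.0725, adjusted p = 3.4e-04 from the same test). Each of these 4 genes was lower in every TMPyP4 library than in every +GFP library. Genes named next were ranked among called genes with a mean of at least 5 CPM and no overlap between groups. The largest reductions were in *Enpep* (-5.07), *Fmod* (-4.14) and *Agtr2* (-3.94), with adjusted p between 8.0e-10 and 8.1e-07 from the same test. The largest increases were in *Fhl1* (2.97, chromosome X of GRCm38, 56731209 to 56793346), *Siglecg* (2.81, chromosome 7, 43408192 to 43418349) and *Gjb2* (2.79, chromosome 14, 57098602 to 57104702), with adjusted p between 4.0e-14 and 5.0e-06 from the same test.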

Gene Ontology (GO) analysis of affected transcripts following *Rtel1* deletion corroborated that with the exception of the enrichment of checkpoint signaling signatures, which could result indirectly from *Rtel1* loss, the remaining enriched GO categories did not belong to specific biological processes predicted to be affected by attenuated DNA replication, telomere dysfunction, or induction of the DNA damage response (Figures S1B and S1C). 

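Gene Ontology terms were not used here, and the processes were followed in short lists of genes written by hand, with a list of interferon-stimulated genes beside them. Each list was set against all other tested genes by limma's camera test, with a preset inter-gene correlation of 0.01. Its p was adjusted over the 20 tests of 5 lists in 4 comparisons. For the interferon-stimulated genes, small camera p also arose when libraries were regrouped, so it does not by itself measure evidence from the libraries. Checkpoint signaling was followed in 25 target genes of p53. Their median log2 fold change after *Rtel1* loss was 0.25, against -0.034 for all genes tested (camera adjusted p = 1.5e-05). Of these genes 17 rose, 13 were called with increased and 4 with reduced levels, and 17 passed the threshold when adjusted over the list alone. The mean level of the list was 5.10 ± 0.0870 log2 CPM (SD, n = 3) in +Cre cells and 4.74 ± 0.0129 log2 CPM (SD, n = 3) in +GFP cells, with every +Cre library above every +GFP library. The alternative that moved the median most was a correction for GC content, chosen after seeing the data, which raised it to 0.36, and the camera adjusted p was between 8.1e-08 and 3.9e-04 over all alternatives. The 49 genes of DNA replication did not shift as a list, with a median log2 fold change of -0.073 (camera adjusted p = 0.963). Of these, 20 rose, 5 were called with increased and 8 with reduced levels, and 10 passed when adjusted over the list alone. The 22 genes of telomere maintenance had a median log2 fold change of 0.082 (camera adjusted p = 0.354), with 12 that rose, 5 called with increased and 4 with reduced levels, and 9 past the threshold when adjusted over the list alone. The 34 genes of the DNA damage response had a median log2 fold change of 0.059 (camera adjusted p = 0.679), which turned to -0.056 with the correction for GC content and to -0.014 without +Cre replicate 2. Of these genes 19 rose, 8 were called with increased and 3 with reduced levels, and 11 passed when adjusted over the list alone. With the correction for GC content, 7 were called with increased and 12 with reduced levels. In DNA replication it gave 6 and 13. Camera called neither list there (adjusted p = 0.769 for both). The 29 interferon-stimulated genes had a median log2 fold change of -0.99 (camera adjusted p = 1.1e-08, and between 1.5e-10 and 1.0e-06 over all alternatives). Of these, 1 rose, 21 were called, each with reduced levels, and 22 passed when adjusted over the list alone. Their mean level fell from 2.76 ± 0.0468 to 1.65 ± 0.0238 log2 CPM (SD, n = 3), with every +Cre library below every +GFP library. Under fry, a test that takes the correlation from the libraries and does not compare a list with other genes, the calls of the p53 targets and the interferon-stimulated genes held (adjusted p = 4.5e-10 and 8.2e-07), and telomere maintenance was called as well (adjusted p = 2.4e-05).

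**Figure D2:**
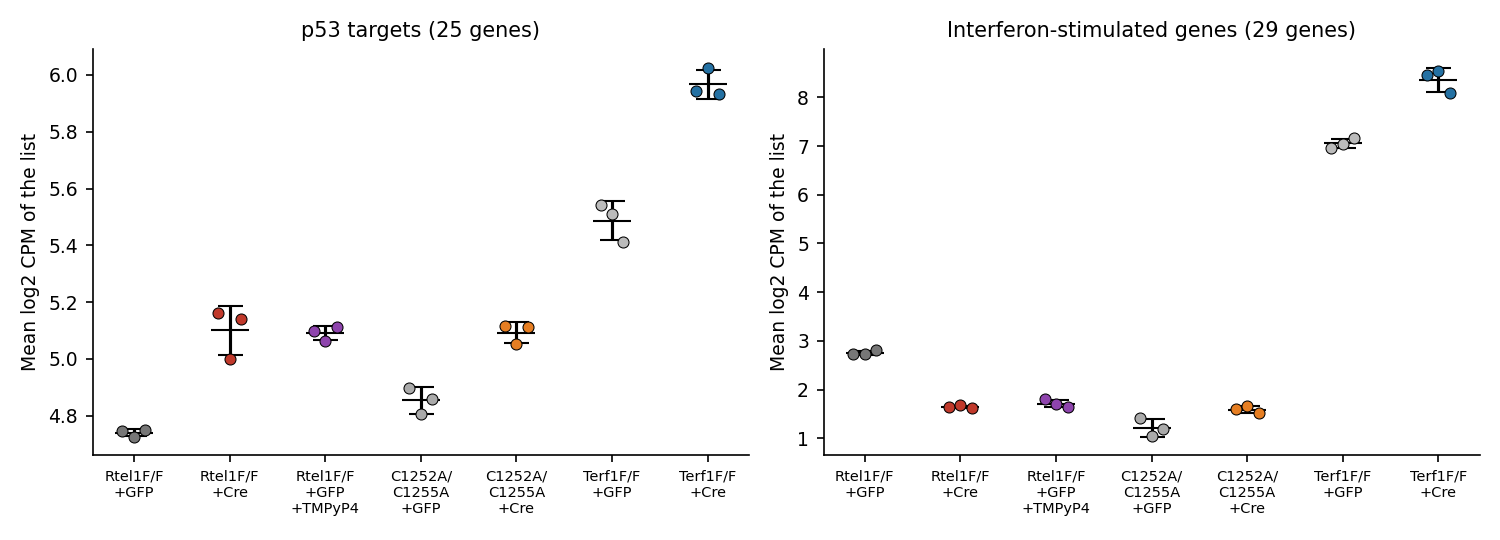
Mean log2 CPM of the 25 p53 targets (left) and of the 29 interferon-stimulated genes (right) in each of the 21 libraries, by group, with lines for the mean and SD of the group. In *Terf1* F/F libraries both lists lie above every *Rtel1* F/F library.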

GO analysis of transcriptional changes revealed similar results between *Rtel1* deletion and TMPyP4 treatment (Figures S1D and S1E). 

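In TMPyP4-treated cells the same lists were compared with *Rtel1* F/F +GFP cells. The p53 targets had a median log2 fold change of 0.24 (camera adjusted p = 1.2e-05, and between 7.8e-08 and 9.4e-05 over all alternatives). Of these targets 18 rose, 11 were called with increased and 1 with reduced levels, and 12 passed the threshold when adjusted over the list alone. Their mean level was 5.09 ± 0.0241 log2 CPM (SD, n = 3), and every TMPyP4 library lay above every +GFP library. The interferon-stimulated genes had a median log2 fold change of -1.10 (camera adjusted p = 3.6e-15, and between 3.4e-19 and 5.1e-11 over all alternatives). All of them fell, 22 were called, and 24 passed when adjusted over the list alone. Their mean level was 1.71 ± 0.0791 log2 CPM (SD, n = 3), with every TMPyP4 library below every +GFP library. DNA replication had a median log2 fold change of -0.046 (camera adjusted p = 0.569), with 19 genes that rose, 4 called with increased and 5 with reduced levels, and 6 past the threshold when adjusted over the list alone. Telomere maintenance had a median of 0.051 (camera adjusted p = 0.354), with 15 genes that rose, 5 called with increased and 1 with reduced levels, and 6 past the threshold when adjusted over the list alone. The DNA damage response had a median of 0.097 (camera adjusted p = 0.544), with 21 genes that rose. Of its genes, 5 were called with increased and 2 with reduced levels, and 6 passed the threshold when adjusted over the list alone. With the correction for GC content, chosen after seeing the data, 2 were called with increased and 7 with reduced levels. In DNA replication it gave 4 and 13. Camera called neither list there (adjusted p = 0.963 and 0.282). Under fry the calls of the p53 targets and the interferon-stimulated genes held (adjusted p = 4.1e-09 and 8.6e-07), and telomere maintenance was called (adjusted p = 1.3e-04). *Rtel1* loss and TMPyP4 treatment were compared with the same 3 +GFP libraries. Against the +GFP libraries of RTEL1 C1252A/C1255A cells, a comparison chosen after seeing the data, the median of the interferon-stimulated genes was 0.52 in *Rtel1* F/F +Cre cells (camera adjusted p = 1.2e-06, 22 genes higher) and 0.50 in TMPyP4-treated cells (camera adjusted p = 2.5e-04, 23 genes higher). The median of the p53 targets in the same comparisons was 0.19 (camera adjusted p = 1.4e-04, 20 genes higher) and 0.086 (camera adjusted p = 0.334, 16 genes higher), and fry called both (adjusted p = 1.3e-06 and 4.5e-04).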

Further investigation of the distinct groups of GO analysis of *Rtel1* deletion and TMPyP4 treatment did not detect any meaningful enrichment of GOs. We thus considered that RTEL1, by virtue of its ability to unwind G4-DNA structures (Vannier et al., 2013), could directly affect the transcriptional landscape.

We next evaluated whether the effect of a G4-DNA-stabilizing ligand, TMPyP4, could phenocopy the transcriptional changes associated with *Rtel1* deficiency. Indeed, strikingly similar transcriptional changes to those seen in *Rtel1*-deficient cells were observed in WT cells treated with TMPyP4 (10 μM) (*Rtel1*^*F/F*^ +GFP +TMPyP4) (Figures 1A and 1D). 

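In *Rtel1* F/F +GFP +TMPyP4 cells, 4114 genes (30.0% of the genes tested) were differentially expressed relative to *Rtel1* F/F +GFP cells, 2278 with increased and 1836 with reduced levels. Of these genes, 3336 (81.1%) were also differentially expressed after *Rtel1* loss, and 98.3% of the shared genes changed in the same direction, with 56 exceptions. Across all genes tested, the log2 fold changes of both comparisons had a Pearson r of 0.77 and a Spearman rho of 0.79, where genes are not independent replicates. Because both comparisons use the same +GFP libraries, unchanged groups were simulated against these libraries, and in 20 simulations r was 0.47 on average and between 0.44 and 0.57. When the +GFP libraries were divided so that no library entered both comparisons, r was between 0.69 and 0.78. Neither the simulations nor this division covers a shift of the +GFP libraries as a group, which would enter both comparisons. Without +GFP replicate 2, 2466 genes were called (1156 with increased levels) and 1996 were shared. Without +GFP replicate 3, 2710 genes were called (1257 with increased levels) and 2194 were shared. With a minimum absolute log2 fold change of 1, TMPyP4 treatment had 200 genes with increased and 721 with reduced levels. The excess of increased genes was thus not kept at that minimum. The alternative that moved the overlap most was another control. When TMPyP4-treated cells were compared with RTEL1 C1252A/C1255A +GFP cells, 2333 genes were called, 1563 of them shared with *Rtel1* loss, of which 13.8% changed in the same direction, and r was -0.28. When the +Cre cells were compared with RTEL1 C1252A/C1255A +GFP cells and the TMPyP4-treated cells with *Rtel1* F/F +GFP cells, 550 genes were shared, 53.1% of them in the same direction, and r was 0.084. When both were compared with RTEL1 C1252A/C1255A +GFP cells, 579 genes were shared, 87.7% of them in the same direction, and r was 0.57. These also share control libraries, and in 20 simulations of groups unchanged from them r was 0.49 on average and between 0.43 and 0.55, with 0 genes shared, so that most of this r is reached without any change. The last 2 of these controls and their simulations were chosen after seeing the data. Tested directly, 2088 genes differed between *Rtel1* F/F +Cre cells and TMPyP4-treated cells, 841 of them higher and 1247 lower in +Cre cells. Without TMPyP4 replicate 1 or 3 the number of higher genes was 540 or 541, and without +Cre replicate 3 the number of lower genes was 752. When only these 6 libraries were fitted 933 genes were called. With a GC correction and the replicate number as a block, chosen after seeing the data, 2035 genes were higher and 1981 lower. The excess of lower genes was not kept there.

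**Figure D3:**
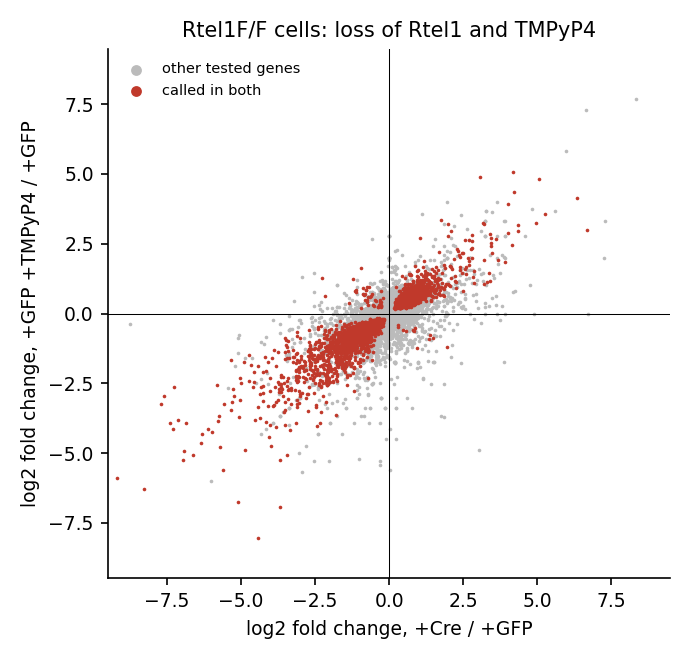
Log2 fold change of each tested gene in *Rtel1* F/F +Cre cells (x axis) and in *Rtel1* F/F +GFP +TMPyP4 cells (y axis), both relative to the same *Rtel1* F/F +GFP libraries. Red points are the 3336 genes differentially expressed in both comparisons, grey points all other tested genes, and most red points lie in the lower left and upper right.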

Despite the majority of promoters possessing potential G4-DNA-forming sequences both in sense and antisense strands, we observed a higher overlap between the RTEL1/TMPyP4 differentially expressed genes and those harboring a G4-DNA-forming sequence in the sense strand, raising the possibility that G4-DNA structures may form in the displaced ssDNA of R-loops that form co-transcriptionally, in *cis* (Figures 1E and S1G). Together, these results suggest that while the transcriptional changes seen in *Rtel1*-deficient cells are largely independent of RTEL1’s role at telomeres and are not caused by telomere fragility or loss, *Rtel1* deletion or G4 stabilization by TMPyP4 alters the transcriptional landscape in a very similar manner, with the majority of affected genes containing G4-DNA-forming sequences in their promoter.

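Of the genes differentially expressed after Cre in RTEL1 C1252A/C1255A cells, 122 (81.3%) were also differentially expressed after *Rtel1* loss. In 10000 random lists of the same size, matched on mean expression, 67.7 genes were shared on average and between 56 and 80 in the central part of the lists, which leaves out the lowest 2.5% and the highest 2.5% (two-sided permutation p = 0.0002, the smallest that these lists can give). These lists were not matched on the spread of each gene, which all comparisons share in the single model. Genes with a small spread can therefore raise the overlap without a shared response. The shared genes changed in the same direction in 92.6% of cases. The reduced genes overlapped most, with 69 of 78 also reduced after *Rtel1* loss. The number shared was 45 without +Cre replicate 3, 50 without +GFP replicate 1, 59 without +GFP replicate 3 and 60 without +Cre replicate 2 of these cells, and the number expected from matched lists fell with it, so that the ratio of both was 1.80 and between 1.77 and 2.19 in the fits that left out 1 library. Across all genes tested, the Pearson r of the log2 fold changes was 0.16 and the Spearman rho 0.22, and r was 0.042 without +GFP replicate 1 and 0.25 without +Cre replicate 1 of these cells. Of the genes differentially expressed after *Terf1* loss, 269 (57.4%) were shared with *Rtel1* loss, against 195 expected from matched lists (175 to 215, p = 0.0002 from the same permutation). Of these, 55.0% changed in the same direction, which differed between directions. Of the 105 genes reduced after *Terf1* loss, 59 were reduced and 9 increased after *Rtel1* loss, and of the 364 increased, 89 were increased and 112 reduced. Across all genes tested, r was -0.013 and rho -0.022. The number shared was 153 without +GFP replicate 2, 154 without +Cre replicate 1, 162 without +GFP replicate 3 and 165 without +Cre replicate 2 of the *Terf1* F/F cells. To compare libraries and not genes, a score was computed for each library as the mean log2 CPM of the genes increased after *Rtel1* loss minus that of the genes reduced. The score was 2.55 ± 0.15 (SD, n = 3) in *Rtel1* F/F +Cre cells and 0.75 ± 0.24 in *Rtel1* F/F +GFP cells, from which its genes were chosen. In TMPyP4-treated cells it was 1.86 ± 0.11, a difference of 1.10 from the +GFP cells. No p is given for this difference, because the choice of genes against the same +GFP libraries raises the score of any other group of this line, by 0.055 on average and between 0.046 and 0.062 in 20 simulations of unchanged TMPyP4-treated cells (chosen after seeing the data), which do not cover a shift of the +GFP libraries as a group. It was 2.52 ± 0.16 after Cre and 2.39 ± 0.16 with GFP in RTEL1 C1252A/C1255A cells, a difference of 0.14 (exact two-sided permutation test, p = 0.3) that lay between 0.056 and 0.24 with each library left out in turn. Same-numbered libraries of these cells are paired, and their differences were 0.10, 0.095 and 0.21, all upward (exact sign-flip permutation test, chosen after seeing the data, p = 0.25, the smallest that 3 pairs allow), so a small rise of the score is not excluded. In *Terf1* F/F cells it was 1.20 ± 0.062 after Cre and 1.20 ± 0.10 with GFP, a difference of -0.00031 (exact two-sided permutation test, p = 1). The RTEL1 C1252A/C1255A +GFP cells thus had a score near that of *Rtel1* F/F +Cre cells before Cre was given, and a direct test between both kinds of +GFP cells, chosen after seeing the data, called 6138 genes. G4-DNA-forming sequences in promoters were not analysed here. From the smaller transcriptional changes with RTEL1 C1252A/C1255A and after *Terf1* loss (Figures 1B and 1C) and the shared changes with TMPyP4 (Figure 1D), the paper proposes that the changes after *Rtel1* loss are mostly independent of telomeres and that G4 stabilization has a very similar effect on transcription.

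**Figure D4:**
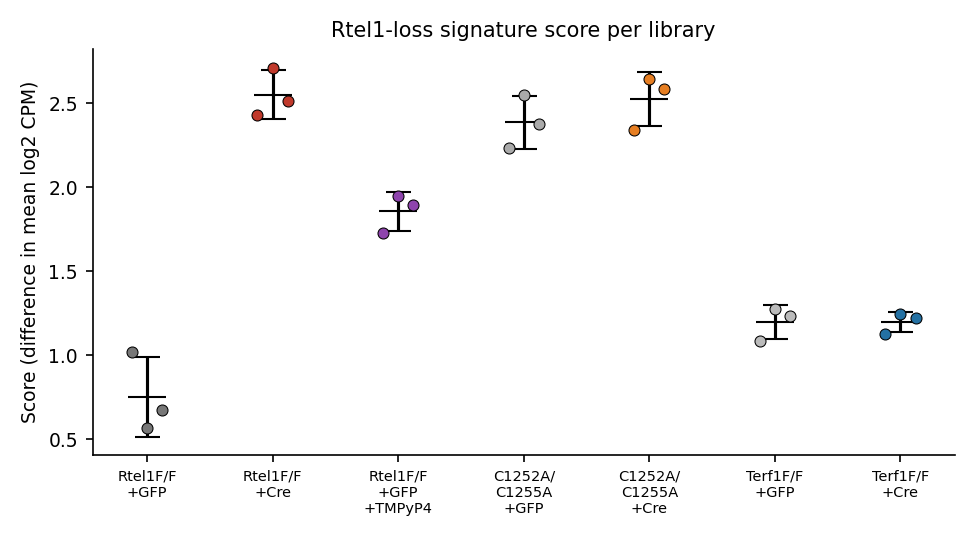
Score (y axis, difference in mean log2 CPM) of each of the 21 libraries by group (x axis), with lines for the mean and SD of the group. The *Rtel1* F/F +GFP libraries lie lowest, the *Terf1* F/F libraries next, and the *Rtel1* F/F +Cre and RTEL1 C1252A/C1255A libraries highest.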

### *Rtel1* Deletion Affects Fragile Sites and Increases R-Loop Levels

Inactivation of RTEL1 is known to lead to increased chromatid breaks on metaphase chromosomes, but the source of these breaks is unclear. Prompted by the severe effects of *Rtel1* knockout on DNA replication efficiency (Vannier et al., 2013) and transcription, we considered whether the absence of RTEL1 would lead to TRCs at chromosomal fragile sites, which are susceptible to breakage upon replication stress, thus affecting transcription. We first analyzed the effect of *Rtel1* loss or TMPyP4 treatment on early replicating fragile sites (ERFSs), which occur in gene-rich regions, are transcriptionally active, and coincide with an increased density of replication origins (Barlow et al., 2013). Of the total 12,118 defined ERFSs, 1,642 overlap with promoters, and 529 (32.2%) of those 1,642 were significantly affected by *Rtel1* deletion, while 343 (20.9%) were affected upon G4 stabilization (Figure 2A). Gene set enrichment analysis (GSEA) revealed that upregulation of these genes upon *Rtel1* loss or TMPyP4 treatment is highly significant (Figures 2B and 2C).

**Figure 2:**
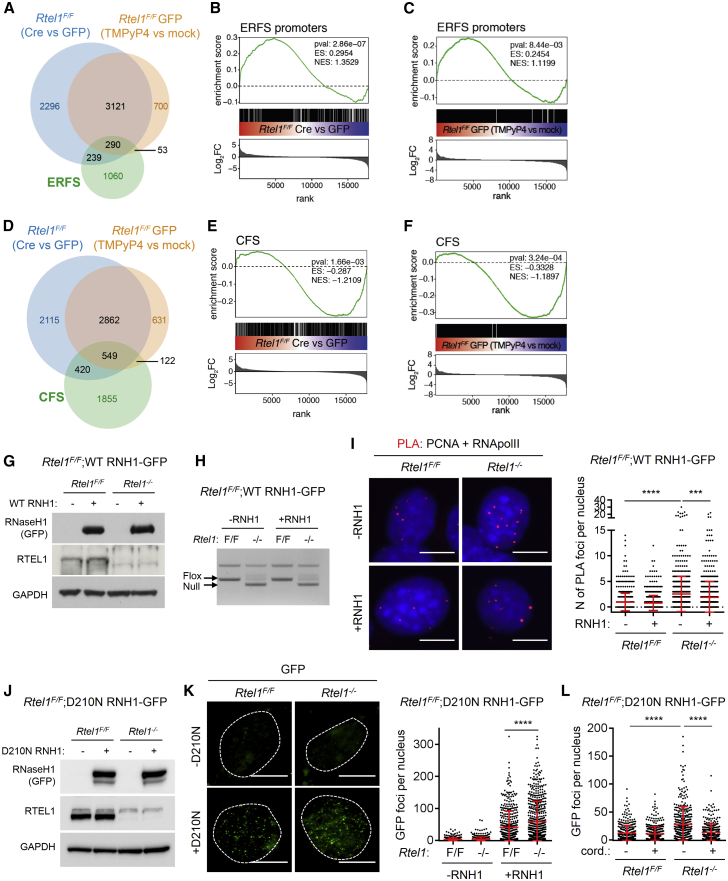
RTEL1 Counteracts Transcription-Replication Conflicts by Regulating R-Loops (A) Venn diagram of differentially regulated genes of samples with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP) or samples treated with TMPyP4 (*Rtel1*^*F/F*^ GFP, TMPyP4 versus mock), and their overlap with ERFSs. (B) GSEA that shows enrichment of genes with ERFSs in their promoters. Genes are ranked dependent of logarithm of fold change (Log_2_FC) of differential expression with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP), and the overall enrichment score (ES) and normalized enrichment score (NES) with the respective p value (pval) of the enrichment were determined. (C) GSEA that shows enrichment of genes with ERFSs in their promoters. Genes are ranked dependent of Log_2_FC of differential expression upon TMPyP4 treatment, and the overall ES and NES with the respective pval of the enrichment were determined. (D) Venn diagram of differentially regulated genes of samples with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP) or treated with TMPyP4 (*Rtel1*^*F/F*^ GFP, TMPyP4 versus mock), and their overlap with CFSs. (E) GSEA that shows enrichment of genes overlapping with CFSs. Genes are ranked dependent of Log_2_FC of differential expression with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP), and the overall ES and NES with the respective pval of the enrichment were determined. (F) GSEA that shows enrichment of genes with CFSs in their promoters. Genes are ranked dependent of Log_2_FC of differential expression upon TMPyP4 treatment, and the overall ES and NES with the respective pval of the enrichment were determined. (G) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were infected with GFP or Cre-GFP adenovirus. After 48 h, doxycycline was added, and cells were collected after 48 h. The cells were then lysed, and whole-cell extracts were analyzed by SDS-PAGE and immunoblotted for GFP, RTEL1, and glyceraldehyde 3-phosphate dehydrogenase (GAPDH). (H) Cells were treated as in (G), and genomic DNA was isolated and loss of *Rtel1* was verified by PCR. (I) Cells were treated as in (G), and the interaction between PCNA and RNA polymerase II (RNApolII) was assessed by PLA. Left: representative images of PLA. Right: quantification of PLA. Data are represented as mean ± SD (n = 4). (J) *Rtel1*^*F/F*^;D210N RNH1-GFP MEFs were infected with red fluorescent protein (RFP) or improved Cre-RFP (iCre-RFP) adenovirus. After 48 h, doxycycline was added, and cells were collected after 48 h. The cells were then lysed, and whole-cell extracts were analyzed by SDS-PAGE and immunoblotted for GFP, RTEL1, and GAPDH. (K) Cells were treated as in (J) and immunostained for GFP. Left: representative images of GFP immunofluorescence. Right: quantification of RNaseH1^D210N^-GFP foci per nucleus of cells. Data are represented as mean ± SD (n = 3). (L) *Rtel1*^*F/F*^;D210N RNH1-GFP MEFs were infected with RFP or iCre-RFP adenovirus. After 96 h, cells were treated with cordycepin for 3.5 h and immunostained for GFP. Quantification of RNaseH1^D210N^-GFP foci per nucleus of cells. Data are represented as mean ± SD (n = 3). The pvals were determined by unpaired t test, with ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001. Scale bars, 10 μm.

Next, we focused on common fragile sites (CFSs), sites prone to breakage upon replication obstruction that have been mapped cytologically on mitotic chromosomes and are associated with large genes, long A-T repeat regions, and incomplete DNA replication (for review, see Glover et al., 2017). Similar to ERFSs, 32.9% (969/2,946) of the defined CFSs were differentially transcribed in the absence of *Rtel1* and 22.8% (671/2,946) of CFSs were differentially expressed due to G4 stabilization (Figure 2D). Strikingly, the CFS gene signature was significantly downregulated in TMPyP4-treated and *Rtel1*-deficient cells (Figures 2E and 2F). Thus, despite transcriptional changes present upon *Rtel1* loss overlapping with both ERFSs and CFSs, genes located at such fragile sites exhibit non-random effects on transcription, with upregulation observed at ERFSs and downregulation at CFSs.

Chromosomal fragile sites are well-established hotspots for TRCs and R-loops formation (Helmrich et al., 2011). We therefore considered the possibility that the replication and transcription defects observed in *Rtel1*-deficient cells may result from a failure to unwind G4-DNA residing within R-loops, which may lead to TRCs. To test this hypothesis, we first generated *Rtel1*^*F/F*^ MEFs that upon addition of doxycycline (2 μg/mL) overexpress WT RNaseH1-GFP, which degrades RNA-DNA hybrids and leads to the removal of R-loops. As previously described, infecting cells with Cre-GFP adenovirus, but not with the GFP control, removes the floxed *Rtel1* allele and eliminates RTEL1 protein (Figures 2G and 2H). Overexpression of WT RNaseH1-GFP reduced R-loop levels in selected genomic regions as assessed by DNA-RNA immunoprecipitation (DRIP)-qPCR (Figures S2A and S2B), had no effect on the cell-cycle profile 96 h after induction, and all cells were GFP positive (Figures S2C–S2E). Using an established proximity ligation assay (PLA) to detect TRCs (Hamperl et al., 2017), we observed a significant increase in the frequency of PCNA-RNA polymerase II interactions in *Rtel1*-deficient cells, but not in controls (Figures 2I, S2F, and S2G). Since TRCs may arise as a result of a failure to resolve R-loops, we tested whether TRCs in RTEL1-deleted cells are R-loop dependent. Indeed, overexpression of WT RNaseH1-GFP reduced the number of TRCs in *Rtel1*-deficient cells (Figure 2I), indicating that persistent R-loops are responsible for the elevated TRCs in this context.

To further examine an involvement of RTEL1 in R-loop metabolism, we created *Rtel1*^*F/F*^ MEFs that upon addition of doxycycline overexpress the catalytically dead RNaseH1^D210N^-GFP mutant, which binds to R-loops without degrading them and can be used to directly visualize R-loops in cells (Chen et al., 2019) (Figure 2J). Previous reports have shown that RNaseH1^D210N^-GFP accumulates in distinct foci in response to replication stress (Chappidi et al., 2020). Treatment with aphidicolin, which leads to R-loop accumulation (Hamperl et al., 2017), induced RNaseH1^D210N^-GFP foci formation (Figures S2H and S2I). Deletion of *Rtel1* alone also resulted in a significant increase in the number of RNaseH1^D210N^-GFP foci per nucleus (Figures 2K). Treating cells with cordycepin, which blocks transcription elongation, abolished induction of RNaseH1^D210N^-GFP foci in cells lacking RTEL1 (Figures 2L and S2J). Taken together, these data suggest that RTEL1 suppresses R-loop-dependent TRCs, which could reflect a role in unwinding G4-DNA structures that reside within R-loops.

### *Rtel1* Deletion Causes R-Loop-Dependent Genome-wide Replication Stress

Prompted by these findings, we hypothesized that the increased replication fork stalling and/or collapse observed in the absence of RTEL1 may reflect TRCs arising at R-loops. If this hypothesis is correct, we reasoned that removing R-loops by overexpressing WT RNaseH1-GFP should suppress the replication defects in *Rtel1*-deficient cells. Consistent with this possibility, the increased incidence of micronuclei that form in the absence of RTEL1 was reduced upon WT RNaseH1-GFP overexpression (Figure 3A), which also restored the rate of replication fork progression in *Rtel1*-deficient cells to levels approaching WT controls (Figures 3B and 3C). Similarly, replication fork asymmetry, reflective of replication fork stalling and/or collapse in *Rtel1*-deficient cells, was also suppressed by WT RNaseH1-GFP overexpression (Figure 3D). The suppression of replication stress in *Rtel1*-deficient cells by WT RNaseH1-GFP is independent of changes in the cell cycle, which remained unaffected throughout the experiments (Figure S3A). Importantly, overexpression of the catalytically dead RNaseH1^D210N^-GFP mutant did not rescue fork progression, fork asymmetry, or micronuclei in *Rtel1*-deleted cells (Figures S3B–S3D).

**Figure 3:**
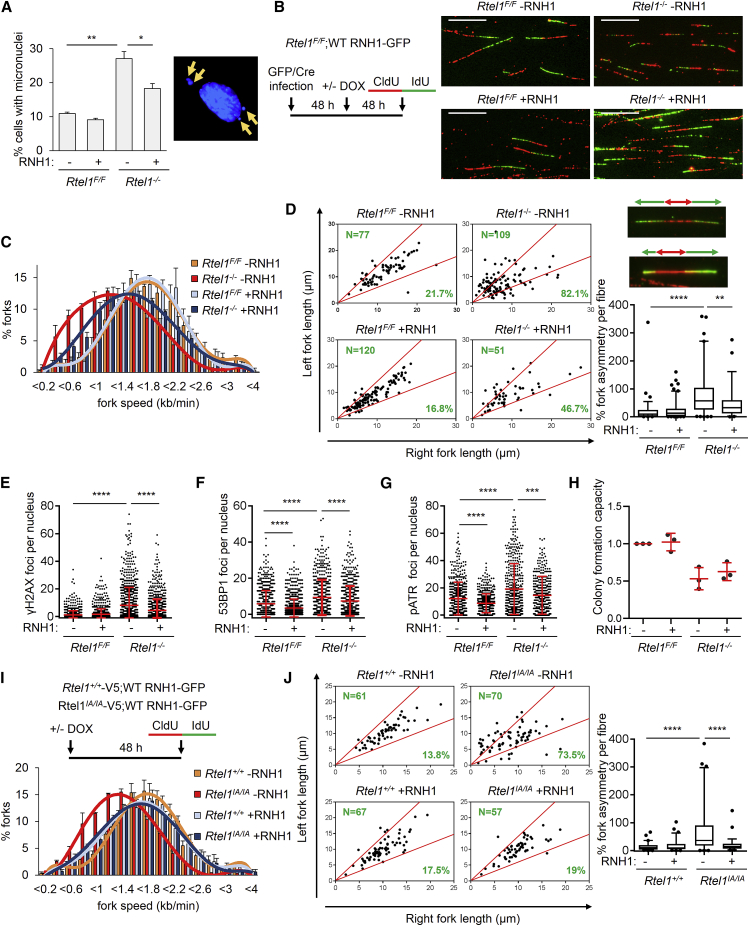
*Rtel1* Deletion Causes Genome-wide R-Loop-Dependent Replication Stress (A) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were infected with GFP or Cre-GFP adenovirus. After 48 h, doxycycline was added, and cells were collected after 48 h. The cells were then fixed, and the percentage of cells with >1 micronucleus was quantified. Left: quantification. Right: representative images of micronuclei. Data are represented as mean ± SE (n = 3). (B) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A), and a DNA fiber assay was performed. Left: experimental setup. Right: representative images of DNA fibers. (C) Distribution of replication fork speeds of DNA fibers as prepared in (B). Data are represented as mean ± SE (n = 3). (D) Left: scatterplot of fork asymmetry of DNA fibers as prepared in (B). Right, top: representative images of symmetric and asymmetric DNA fibers. Right, bottom: quantification of fork asymmetry of DNA fibers as prepared in (B) (n = 4). (E) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A) and immunostained for γH2AX. Quantification of γH2AX foci per nucleus. Data are represented as mean ± SD (n = 3). (F) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A) and immunostained for 53BP1. Quantification of 53BP1 foci per nucleus. Data are represented as mean ± SD (n = 3). (G) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A) and immunostained for pATR-S428. Quantification of pATR-S428 foci per nucleus. Data are represented as mean ± SD (n = 3). (H) Colony formation capacity in *Rtel1*^*F/F*^;WT RNH1-GFP MEFs infected with GFP or Cre-GFP adenovirus with or without doxycycline. Data are mean ± SD normalized to GFP and 0 μg/mL doxycycline condition (n = 3). (I) *Rtel1*^*+/+*^-V5;WT RNH1-GFP and *Rtel1*^*IA/IA*^-V5;WT RNH1-GFP were treated with doxycycline for 48 h, and a DNA fiber assay was performed. Top: experimental setup. Bottom: distribution of replication fork speeds of DNA fibers. Data are represented as mean ± SE (n = 3). (J) Left: scatterplot of fork asymmetry of DNA fibers prepared as in (I). Right, bottom: quantification of fork asymmetry of DNA fibers prepared as in (I) (n = 3). In boxplots, horizontal line denotes the mean; whiskers denote the 5th and 95th percentiles. The pvals were determined by unpaired t test, with ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001. Scale bars, 10 μm.

Heightened replication stress in the absence of RTEL1 also manifests as increased phosphorylation of histone H2AX (γH2AX) and induction of p53 binding protein 1 (53BP1) foci, a double-strand break marker. Overexpression of WT RNaseH1-GFP reduced the levels of γH2AX and 53BP1 foci (Figures 3E, 3F, S3E, and S3F). Replication protein A (RPA) is a ssDNA-binding protein that was recently shown to colocalize with R-loops (Nguyen et al., 2017b). *Rtel1*-deficient cells exhibited increased levels of RPA foci, and this was alleviated upon overexpression of WT RNaseH1-GFP (Figures S3H and S3I). Ataxia telangiectasia and Rad3 related (ATR) kinase is a master regulator of the replication stress response and has been shown to be activated by head-on TRCs (Hamperl et al., 2017). Loss of *Rtel1* activated the ATR pathway as shown by increased nuclear phosphorylated at Serine 428 ATR (pATR S428) foci, and this was suppressed by overexpression of WT RNaseH1-GFP (Figures 3G and S3G).

Having established that the induction of R-loops in the absence of *Rtel1* is transcription dependent (Figures 2L), we next tested whether active transcription drives replication stress in *Rtel1*-deficient cells. Transient transcription inhibition fully rescued *Rtel1* loss-induced γH2AX foci (Figures S3J), which further suggests that *Rtel1* loss-induced replication stress is caused by R-loops formed during transcription. Furthermore, overexpression of WT RNaseH1-GFP led to a small but significant increase in colony formation capacity of *Rtel1*-depleted MEFs, which is not as pronounced in colony number but is highly significant for colony size, which is dependent on cellular proliferation once colonies are formed (Figures 3H and 4F).

**Figure 4:**
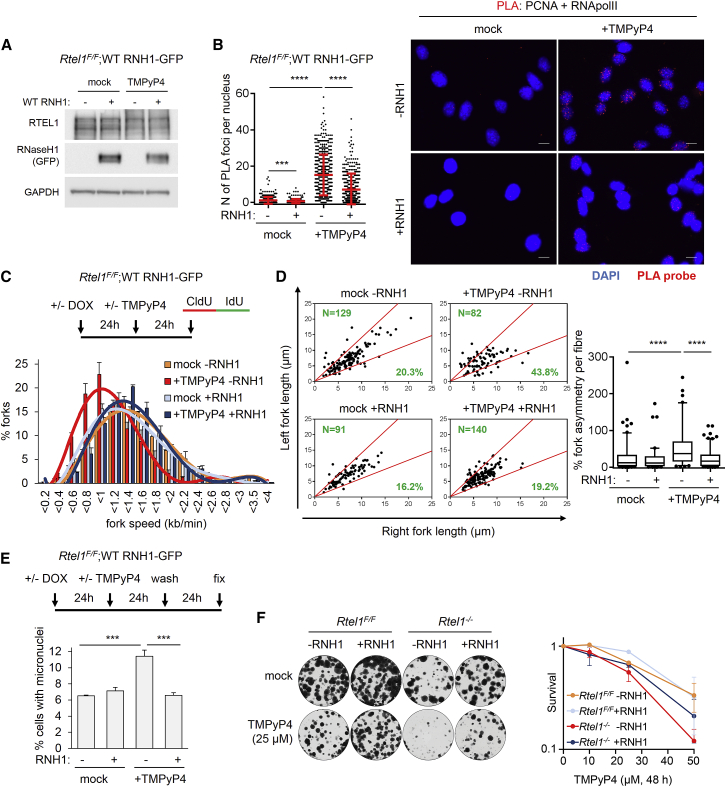
G4-DNA Stabilization Causes Genome-wide R-Loop-Dependent Replication Stress (A) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated with doxycycline. After 24 h, TMPyP4 was added for 24 h. Cells were then collected and lysed, and whole-cell extracts were analyzed by SDS-PAGE and immunoblotted for GFP, RTEL1, and GAPDH. (B) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A), and the interaction between PCNA and RNApolII was assessed by PLA. Right: representative images of PLA. Left: quantification of PLA (n = 3). (C) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated as in (A), and DNA fiber assay was performed. Top: experimental setup. Bottom: distribution of replication fork speeds of DNA fibers. Data are represented as mean ± SE (n = 3). (D) Left: scatterplot of fork asymmetry of DNA fibers as prepared in (C). Right, bottom: quantification of fork asymmetry of DNA fibers as prepared in (C). In boxplots, horizontal line denotes the mean; whiskers denote the 5th and 95th percentiles (n = 3). (E) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were treated with doxycycline. After 24 h, TMPyP4 was added for 24 h and then removed. Cells were incubated for another 24 h and then fixed. The percentage of cells with micronuclei was quantified. (F) Right: TMPyP4 colony survival assay in *Rtel1*^*F/F*^;WT RNH1-GFP MEFs. Data are mean ± SEM normalized to untreated cells (n = 3). Left: representative images of colonies. The pvals were determined by unpaired t test, with ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001. Scale bars, 10 μm.

Since RTEL1’s ability to regulate DNA replication is dependent on its interaction with PCNA, we next investigated the role of this interaction in counteracting R-loops. By overexpressing WT RNaseH1-GFP in RTEL1^+/+^-V5 as well as in RTEL1^IA/IA^-V5 MEFs, we were able to rescue both the fork slowing and fork asymmetry defects in RTEL1^IA/IA^-V5 MEFs (Figures 3I, 3J, and S4A). Preventing the interaction between RTEL1 and telomere repeat binding factor 2 (TRF2) via a mutation in the RTEL1 C4C4 motif hinders telomere recruitment and t-loop unwinding, but it does not confer replication stress (Sarek et al., 2015). Expression of the RTEL1^C1252A/C1255A^ mutant alone did not induce RNaseH1^D210N^-GFP foci formation, which suggests that RTEL1 recruitment to telomeres is not involved in R-loop regulation (Figures S4B). Overall, our findings suggest that replication stress caused by *Rtel1* deletion and more specifically, loss of its interaction with PCNA, arise due to persistent G4/R-loops.

### Telomeric Stress Caused by *Rtel1* Deletion Is R-Loop Independent

Apart from its effect on genome-wide replication, RTEL1 is critical for maintaining telomere integrity (Sarek et al., 2015, 2019; Vannier et al., 2012). In particular, *Rtel1* loss causes telomeric fragility, which is indicative of telomere replication defects, and telomeric shortening and loss, which is caused by inefficient t-loop unwinding and aberrant processing. We next examined the link between R-loops and RTEL1 in telomere maintenance. Notably, overexpression of WT RNaseH1-GFP on its own caused telomeric fragility (Figures S4C and S4D). This may be due to telomeric repeat-containing RNA (TERRA) hybrids residing at telomeres, which have been shown to be regulated by RNaseH1 (Arora et al., 2014). To test this hypothesis, we performed immunofluorescence (IF)/TERRA fluorescence *in situ* hybridization (FISH) and found that deletion of *Rtel1* increases TERRA foci at telomeres (Figures S4F–S4H). Since these foci are resistant to RNaseA treatment, they may be related to RNA-DNA hybrids at telomeres. In combination with *Rtel1* loss, overexpression of WT RNaseH1-GFP failed to rescue telomeric fragility (Figures S4C and S4D). Furthermore, WT RNaseH1-GFP overexpression increased the frequency of telomere loss events observed upon *Rtel1* deletion (Figures S4C and S4E). Taken together, these findings show that telomeric dysfunction caused by loss of RTEL1 is not caused by persistent R-loops; rather, removing R-loops that potentially involve TERRA exacerbates this phenotype.

### G4-DNA Stabilization Causes R-Loop-Induced Genome-wide Replication Stress

Since G4-DNA stabilization increases R-loops at regions harboring predicted G4 sequences (De Magis et al., 2019), we hypothesized that G4/R-loops might create an obstacle to replication fork progression and lead to genome-wide replication stress. To test this hypothesis, we first assessed the ability of TMPyP4 to induce R-loops. Imaging analysis of RNaseH1^D210N^-GFP revealed that TMPyP4 treatment decreased the number of foci but caused a significant increase in the overall nuclear levels of RNaseH1^D210N^-GFP signal, which was only mildly increased when *Rtel1* was deleted (Figures S5A–S5C). The reduction of TMPyP4-induced RNaseH1^D210N^-GFP foci could be attributed to the fact that RNaseH1^D210N^-GFP may bind less strongly to G4/R-loops when also bound by TMPyP4. Titration experiments at different time points following TMPyP4 treatment revealed that G4-DNA stabilization causes early induction of RNaseH1^D210N^-GFP foci that are fewer and smaller than the foci caused by *Rtel1* deletion (Figure S5D). Moreover, induction of TMPyP4-induced RNaseH1^D210N^-GFP foci precedes DNA damage as assessed by γH2AX IF (Figure S5E). Colocalization with PCNA revealed that 66% of the TMPyP4-induced RNaseH1^D210N^-GFP foci reside within S-phase. Finally, TMPyP4-induced RNaseH1^D210N^-GFP signal is unrelated to RTEL1 levels as RTEL1 is still present upon TMPyP4 treatment (Figure 4A). Nevertheless, chromatin-bound RTEL1-V5 is induced upon TMPyP4 treatment (Figure S5H), which suggests a potential response to increased G4/R-loop levels.

Prompted by our findings that G4 stabilization increases R-loop levels, we tested the possibility that it may cause TRCs. PLA for TRCs revealed that TMPyP4 treatment caused a profound increase in TRCs that was significantly reduced upon overexpression of WT RNaseH1-GFP (Figures 4B), which indicates that TMPyP4-induced TRCs are R-loop dependent. This finding led us to examine the role of R-loops in TMPyP4-induced replication stress in *Rtel1*-proficient cells. TMPyP4 treatment caused fork slowing and asymmetry and increased micronuclei formation that were rescued upon overexpression of WT RNaseH1-GFP (Figures 4C–4E). Finally, *Rtel1* deletion sensitized cells to G4-DNA stabilization by TMPyP4, and this was partially alleviated by overexpression of WT RNaseH1-GFP (Figure 4F).

### *Rtel1*^*−/−*^-Induced R-Loops Are Related to *Rtel1*^*−/−*^-Induced Transcriptional Changes

To further assess the relationship between the *Rtel1*^*−/−*^-induced R-loops and their effect on transcription, we performed DRIP-seq in *Rtel1*-proficient and -deficient MEFs upon overexpression of WT RNaseH1-GFP and conducted an integrative analysis with our previous RNA-seq-derived data. As shown in genome browser plots, R-loop peaks accumulate at specific promoters due to *Rtel1* loss, which was reduced upon overexpression of WT RNaseH1-GFP (Figures 5A and S5I). Further assessment was focused on the promoters (n = 561) and genes (n = 1,936) that follow this pattern (Figures 5B and 5D). Interestingly, there is an enrichment within genes that are downregulated upon *Rtel1* deletion, both when assessing R-loops containing genes (normalized enrichment score [NES] = −1.4465, p-adj = 7.26e−08) and specifically genes with R-loops at their promoters (NES = −1.338, p-adj = 9.25e−03) (Figures 5C and 5E). These data further support that *Rtel1* deletion causes R-loop accumulation and is associated with transcriptional changes.

**Figure 5:**
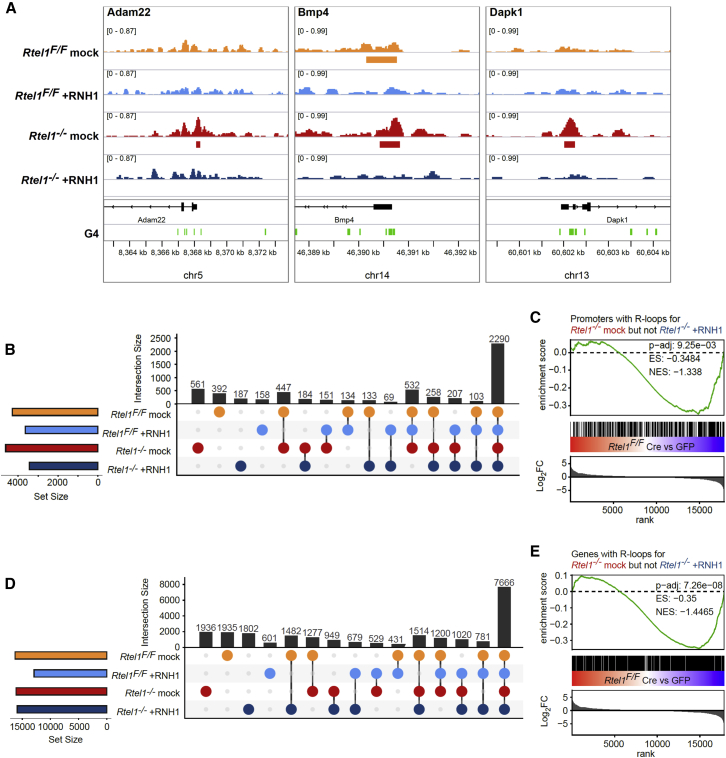
*Rtel1*^*−/−*^-Induced R-Loops Are Related to *Rtel1*^*−/−*^-Induced Transcriptional Changes (A) *Rtel1*^*F/F*^;WT RNH1-GFP MEFs were infected with GFP or Cre-GFP adenovirus. After 48 h, doxycycline was added, and cells were collected after 48 h and used for R-loop detection with DRIP-seq. Genome browser plots of normalized read coverage, called peaks of DRIP-seq, and associated predicted G4 structures in three different genomic locations. (B) Overlap analysis of DRIP-seq peaks in promoters. Upset plot that depicts the numbers of promoters with R-loops shared between *Rtel1*^*F/F*^ and *Rtel1*^*−/−*^, dependent on RNaseH1. (C) GSEA that shows transcriptional enrichment of genes with *Rtel1*^*−/−*^-specific and RNH1-sensitive promoter R-loops. Genes are ranked dependent of Log_2_FC of differential expression with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP). The overall ES and NES with the respective pvals were determined of the enrichment with R-loop peaks that are present with *Rtel1* deletion, yet not present with RNaseH1 overexpression. (D) Overlap analysis of DRIP-seq peaks in genes. Upset plot that depicts the numbers of genes with R-loops shared between *Rtel1*^*F/F*^ and *Rtel1*^*−/−*^, dependent on RNaseH1. (E) GSEA that shows transcriptional enrichment of genes with *Rtel1*^*−/−*^-specific and RNaseH1-sensitive R-loops. Genes are ranked dependent of Log_2_FC of differential expression with deleted *Rtel1* (*Rtel1*^*F/F*^, Cre versus GFP). The overall ES and NES with the respective pvals were determined of the enrichment with R-loop peaks that are present with *Rtel1* deletion, yet not present with RNaseH1 overexpression.

## Discussion

In this study, we uncover an unappreciated role for the helicase RTEL1 in counteracting G4/R-loops that impacts on both global transcription and DNA replication. Our data show that deletion of *Rtel1* causes R-loop accumulation and global transcriptional changes that overlap to a significant extent with the changes caused by the G4-DNA stabilizer TMPyP4 in WT cells (Figure 1A). A significant proportion of the affected genes possess predicted G4-DNA-forming sequences in their promoters and are coincident with ERFSs and CFSs (Figures 2A–2F), which are susceptible to breakage caused by R-loop-dependent TRCs. One of the key functions of R-loops is in the positive and negative regulation of transcription. R-loops can protect DNA from methylation, promote recruitment of H3K4me3 (trimethylation at lysine 4 on histone H3) methyltransferases to enable gene activation (Ginno et al., 2012), and may contribute to the formation of H3K9me2 (dimethylation at lysine 9 on histone H3) chromatin marks to facilitate transcriptional termination of a subset of genes (Skourti-Stathaki et al., 2014). Recently, R-loops were reported to form at Polycomb target genes and contribute to gene silencing (Skourti-Stathaki et al., 2019). G4s have been suggested to form in the displaced strand of R-loops, which impacts their stability (Duquette et al., 2004; Yadav et al., 2016) and affects transcriptional regulation. G4s can also regulate transcription by controlling histone mark deposition on DNA (Papadopoulou et al., 2015; Sarkies et al., 2010). Since *Rtel1* deletion leads to R-loop accumulation (Figure 2K) and TRCs (Figure 2I) and is associated with transcriptional downregulation of genes containing R-loops within them and more specifically at their promoters (Figures 5 and S5I), we propose that failure to resolve G4/R-loops is likely responsible for the transcriptional changes observed in this context.

In addition to the impact on transcription, our study reveals that G4/R-loops are the likely source of genome-wide replication defects in *Rtel1*-deficient cells. This is supported by our observation that overexpression of WT RNaseH1-GFP partially rescues the reduced fork extension rates, fork asymmetry, micronuclei, and 53BP1 and γH2AX foci in *Rtel1*^−/−^ (Figures 3A–3F) and *Rtel1*^*PIP_box*^ knockin (Figures 3I, 3J, and S4A) cells. This implies that RTEL1 is important for the removal of R-loops in a PIP-box-dependent manner, which is consistent with a recent paper showing that Poldip3 facilitates RTEL1 recruitment to chromatin to remove R-loops (Björkman et al., 2020). We previous established that increased replication fork stalling and/or collapse is the primary source of replication problems in *Rtel1*^*−/−*^ and *Rtel1*^*PIP_box*^ knockin cells (Vannier et al., 2013). However, the cause of fork stalling and/or collapse was unknown. Our findings and those of others (Björkman et al., 2020; Takedachi et al., 2020; Wu et al., 2020) suggest that the replication defects in *Rtel1*-deficient cells are primarily caused by TRCs resulting from inefficient removal of G4/R-loops. While the precise mechanism by which RTEL1 counteracts G4/R-loops remains to be defined, RTEL1 can unwind telomeric G4s *in vitro* (Vannier et al., 2013), so it could use this activity to remove G4s within a G4/R-loop. RTEL1 is also a potent D-loop unwinding enzyme (Barber et al., 2008), so it could conceivably unwind R-loops, which are structurally similar to D-loops. However, we cannot exclude the possibility that RTEL1 loss causes G4 accumulation randomly throughout the genome that may block the transcription machinery, leading to accumulation of R-loops and subsequent transcriptional changes.

G4 stabilization by TMPyP4 treatment caused an increase in R-loop levels that preceded DNA damage (Figures S5D and S5E), which suggests R-loops are a source of genomic instability in this context. Interestingly, the size and number of R-loops as assessed by RNaseH1^D210N^-GFP foci was much fewer and smaller relative to that observed following *Rtel1* loss (Figures S5A, S5B, and S5D), which may be attributed to TMPyP4 inducing a specific subgroup of G4s in contrast to RTEL1 having a broader effect. Importantly, overexpression of WT RNaseH1GFP rescued replication stress and reduced sensitivity to TMPyP4 (Figure 4). Furthermore, PLA revealed that TMPyP4 treatment causes TRCs that are R-loop dependent (Figures S5B). Therefore, our findings reveal that G4 stabilization causes an accumulation of R-loops that leads to genomic instability through increased TRCs.

Several recent studies have also reported that depletion of RTEL1 leads to the accumulation of G4/R-loops (Björkman et al., 2020; Wu et al., 2020). Notably, Wu et al. (2020) reported that RTEL1 is required for efficient mitotic DNA synthesis (MiDAS) at loci prone to form G4-associated R-loops. In this context, overexpression of WT RNaseH1 was found to reduce MiDAS. This observation, together with our finding that WT RNaseH1-GFP overexpression rescues both TRCs and replication defects in *Rtel1* cells, implies that removing R-loops is a prerequisite for MiDAS activation. Takedachi et al. (2020) reported that RTEL1 interacts with the nuclease scaffold protein SLX4 to prevent TRCs and genome-wide replication stress. Blocking transcription was found to rescue these phenotypes, which we show also abolishes the induction of RNaseH1^D210N^-GFP foci as well as γH2AX in *Rtel1*-deficient cells (Figures 2L and S3J). Taken together, these data establish that removing R-loops by either blocking transcription or by WT RNaseH1 overexpression suppresses TRCs, rescues the deleterious effect of RTEL1 deficiency on replication fork stalling and/or collapse, and suppresses MiDAS. Hence, these observations converge on G4/R-loops as the source of replication stress in *Rtel1*-deficient cells.

In contrast to the suppression of global replication defects in *Rtel1*-deficient cells, WT RNaseH1 overexpression exacerbated telomere dysfunction in the absence of RTEL1 (Figures S4C–S4E). A possible explanation for this may involve the engagement of the non-coding TERRA RNA with telomeric DNA, which is known to form an RNA:DNA hybrid that is recognized and processed by RNaseH1. RNaseH1 has been shown to regulate TERRA levels and impact on the alternative lengthening of telomeres pathway, which maintains telomeres in a subset of cancers cells (Arora et al., 2014). Our data show that *Rtel1* deletion induces TERRA levels (Figures S4F–S4H), so it is possible that the telomeric fragility in *Rtel1*^*+/+*^ cells and the increased telomeric loss in *Rtel1*^*−/−*^ cells upon overexpression of WT RNaseH1-GFP (Figures S4D and S4E) is related to a disturbance in TERRA homeostasis.

In summary, our observations, together with several recent reports from others, suggest that failure to remove G4/R-loops is the primary source of replication stress in *Rtel1*-deficient cells.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat Anti-Rat IgG (H+L), Alexa Fluor 594 Conjugated	Thermo Fisher	Cat#A-11007; RRID: AB_141374
Rabbit Anti-Mouse IgG (H+L), Alexa Fluor488 Conjugated	Thermo Fisher	Cat#A-11059; RRID: AB_142495
Goat Anti-Rabbit IgG (H+L), Alexa Fluor488 Conjugated	Thermo Fisher	Cat#A-11034; RRID: AB_2576217
Goat Anti-Mouse IgG (H+L), Alexa Fluor594 Conjugated	Thermo Fisher	Cat#A-11005; RRID: AB_2534073
Goat Anti-Rabbit IgG (H+L), Alexa Fluor594 Conjugated	Thermo Fisher	Cat#A-11037; RRID: AB_2534095
Rabbit anti-53BP1	Bethyl Laboratories	Cat#A300-272A; RRID: AB_185520
Mouse monoclonal anti-γH2AX, clone JBW301	Millipore	Cat#05-63; RRID: AB_309864
Mouse monoclonal anti-RPA32/RPA2	Abcam	Cat#ab2175; RRID: AB_302873
Rabbit anti-Phospho-ATR (Ser428)	Cell Signaling Technology	Cat#2853; RRID: AB_2290281
Rabbit anti-RTEL1	Novus Biologicals	Cat#NBP2-22360; RRID: AB_2722642
Rabbit anti-PCNA	Santa Cruz	Cat#SC7907; RRID: AB_2160375
Mouse anti-PCNA	Santa Cruz	Cat#SC56; RRID: AB_628110
Rabbit anti-TRF2	Cell Signaling Technology	Cat#13136; RRID: AB_2722641
Rabbit anti-V5	Sigma-Aldrich	Cat#V8137; RRID: AB_261889
Rabbit anti-GFP	Abcam	Cat#ab290; RRID: AB_303395
Mouse anti-GFP	Roche	Cat#11814460001; RRID: AB_390913
Mouse anti-RNA polymerase II CTD repeat YSPTSPS	Abcam	Cat#ab817; RRID: AB_306327
Rat monoclonal anti-BrdU	Abcam	Cat#ab6326; RRID: AB_305426
Mouse monoclonal anti-BrdU	Becton Dickinson	Cat#347580; RRID: AB_10015219
Mouse anti-GAPDH	Abcam	Cat#ab8245; RRID: AB_2107448
Mouse anti-TUBULIN	Sigma-Aldrich	Cat#T6074; RRID: AB_477582
Mouse anti-S9.6	The Francis Crick Institute Cell Services	RRID: AB_2313773

**Chemicals, Peptides, and Recombinant Proteins**		

Adenovirus Ad-Cre-GFP	Vector Biolabs	Cat#1700
Adenovirus Ad-GFP	Vector Biolabs	Cat#1060
Adenovirus Ad-iCre-RFP	Vector Biolabs	Cat#1774
Adenovirus Ad-RFP	Vector Biolabs	Cat#1660
CldU	Sigma-Aldrich	Cat#C6891
IdU	Sigma-Aldrich	Cat#I7125
TMPyP4	Millipore	Cat#613560
Hydroxytamoxifen	Sigma-Aldrich	Cat#H7904
Doxycycline	Sigma-Aldrich	Cat#D9891
Geneticin G418 sulfate	GIBCO	Cat#11811-031
Propidium Iodide	Sigma	Cat#P4864
TelC PNA probe	PANAGENE	Cat#F2003
Proteinase K recombinant	Roche	Cat#40278100
Lipofectamine 2000	Thermo Fisher	Cat#11668027
Fluoroshield with DAPI	Sigma-Aldrich	Cat#F6057

**Critical Commercial Assays**		

RNeasy Mini Kit	QIAGEN	Cat#74106
QIAprep Spin Miniprep Kit	QIAGEN	Cat#27106
Duolink® *In Situ* PLA® Probe Anti-Rabbit MINUS	Sigma-Aldrich	Cat# DUO92005
Duolink® *In Situ* PLA® Probe Anti-Mouse PLUS	Sigma-Aldrich	Cat# DUO92001
Duolink® *In Situ* Detection Reagents Red	Sigma-Aldrich	Cat# DUO92008
Duolink® *In Situ* Wash Buffers, Fluorescence	Sigma-Aldrich	Cat# DUO82049

**Deposited Data**		

Original, unprocessed data	This study	https://doi.org/10.17632/w8zh77nk36.1
Sequencing	This study	GEO: GSE161597

**Experimental Models: Cell Lines**		

Mouse Embryonic Fibroblasts *Rtel1*^*F/F*^	Vannier et al., 2012	N/A
Mouse Embryonic Fibroblasts TamCre *Rtel1*^F/F^	This study	N/A
Mouse Embryonic Fibroblasts Rtel1^*F/F*^;pBabe *Rtel1*^*C1252A/C1255A*^	Sarek et al., 2015	N/A
Mouse Embryonic Fibroblasts *Terf1*^*F/F*^	This study	N/A
Mouse Embryonic Fibroblasts *Rtel1*^F/F^;WT RNaseH1GFP	This study	N/A
Mouse Embryonic Fibroblasts *Rtel1*^F/F^;D210N-RNaseH1GFP	This study	N/A
Mouse Embryonic Fibroblasts *Rtel1*^*+/+*^-V5;WT RNaseH1GFP	This study	N/A
Mouse Embryonic Fibroblasts *Rtel1*^*IA/IA*^-V5;WT-RNaseH1GFP	This study	N/A
Mouse Embryonic Fibroblasts Rtel1^*F/F*^;pBabe *Rtel1*^*C1252A/C1255A*^ ; D210N RNH1-GFP	This study	N/A

**Software and Algorithms**		

Adobe Photoshop CC	Adobe	https://www.adobe.com/es/products/photoshop.html
ImageJ	NIH	https://imagej.nih.gov/ij/
Volocity 6.3	PerkinElmer	https://www.perkinelmer.com/uk/lab-products-and-services/resources/cellular-imaging-software-downloads.html
GraphPad Prism 7	GraphPad	https://www.graphpad.com/
Flow Jo 10	FlowJo	https://www.flowjo.com/
FastQC	Daley and Smith, 2013	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
nf-core/chipseq	Ewels et al., 2020	https://zenodo.org/record/3966161
picard-tools	Broad Institute	http://broadinstitute.github.io/picard
Pysam	GitHub	https://github.com/pysam-developers/pysam
ggplot2	(Wickham et al., 2016)	https://ggplot2-book.org/
cutadapt	(Martin, 2011)	https://journal.embnet.org/index.php/embnetjournal/article/view/200
Fgsea	(Korotkevich et al., 2019)	https://www.biorxiv.org/content/10.1101/060012v2.full
Trim Galore!	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
Nextflow	Tommaso et al., 2017	https://nextflow.io/
Singularity	Kurtzer et al., 2017	https://sylabs.io/guides/2.6/user-guide/quick_start.html
Burrows-Wheeler Alignment tool	Li and Durbin, 2009	http://maq.sourceforge.net
SAMtools	Li et al., 2009	http://samtools.sourceforge.net
BEDTools	Quinlan and Hall, 2010	https://code.google.com/archive/p/bedtools
BamTools	Barnett et al., 2011	https://github.com/pezmaster31/bamtools
bedGraphToBigWig	Kent et al., 2010	http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/
MACS2	Zhang et al., 2008	https://github.com/macs3-project/MACS
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/homer/
featureCounts	Liao et al., 2014	http://subread.sourceforge.net
R	R core team	https://www.r-project.org/
DESeq2	Love et al., 2014	http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
MultiQC	Ewels et al., 2016	https://multiqc.info/
deepTools	Ramirez et al., 2016	https://deeptools.readthedocs.io/
phantompeakqualtools	Landt et al., 2012	http://www.modencode.org/; https://www.encodeproject.org/
RSEM	Li and Dewey, 2011	http://deweylab.biostat.wisc.edu/rsem
STAR	Dobin et al., 2013	https://code.google.com/archive/p/rna-star
UCSC Table Browser	Karolchik et al., 2004	http://genome.ucsc.edu/
IGV genome browser	Robinson et al., 2011	https://www.broadinstitute.org/igv/
UpSetR	Conway et al., 2017	https://github.com/hms-dbmi/UpSetR/
G4Hunter	Bedrat et al., 2016	http://bioinformatics.ibp.cz.
ChIPseeker	Yu et al., 2015	http://www.bioconductor.org/packages/release/bioc/html/ChIPseeker.html
BioMart	Smedley et al., 2009	http://www.biomart.org
Custom scripts	This study	https://github.com/arpoe/KotsantisP_CellReps_2020

### Resource Availability

#### Lead contact

Further information and requests for reagents should be directed to and will be fulfilled by the Lead Contact, Simon Boulton ().

#### Materials availability

Mouse cell lines generated in this study are available upon request to the Lead Contact (****).

#### Data and code availability

The accession number for the sequencing data reportedin this paper is GEO: GSE161597. Custom scripts are available at https://github.com/arpoe/KotsantisP_CellReps_2020.
Original data have been deposited at Mendeley Data: https://doi.org/10.17632/w8zh77nk36.1.

### Experimental Model and Subject Details

#### Cell lines and cell culture procedures

Mouse cell lines used in the study are listed in key resource table. MEFs were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (Invitrogen), L-glutamine, and penicillin-streptomycin. Deletion of floxed alleles in Rtel1f/f and Trf2f/- cells was carried out with either Ad-GFP, Ad-GFP-Cre, Ad-RFP or Ad-RFP-iCre adenovirus (Vector Biolabs). Cells were genotyped by PCR at 96 h post-infection to confirm gene deletion.

To prepare cell lines that inducibly overexpress WT or D210N-RNaseH1GFP, MEFs were infected with M27-WT RNaseH1-GFP-pInducer20 or D210N-RNaseH1-GFP-pInducer20 plasmid and selected with 500 mg ml^-1^ G418 (GIBCO).

Cell lines used were: *Rtel1*^F/F^ MEFs, *Terf1*^*F/F*^ MEFs, Rtel1^*F/F*^;pBabe *Rtel1*^*C1252A/C1255A*^ MEFs, TamCre *Rtel1*^F/F^ MEFs, *Rtel1*^F/F^;WT RNaseH1GFP MEFs, *Rtel1*^F/F^;D210N-RNaseH1GFP MEFs, *Rtel1*^*+/+*^-V5;WT RNaseH1GFP MEFs, *Rtel1*^*IA/IA*^-V5;WT-RNaseH1GFP MEFs and Rtel1^*F/F*^;pBabe *Rtel1*^*C1252A/C1255A*^ ;D210N RNH1-GFP

In order to induce expression of WT RNaseH1-GFP or RNaseH1^D210N^-GFP the relative cell lines were incubated with doxycycline (2 μg/ml) for 48 h.

In order to induce G4 stabilization cells were treated with TMPyP4 (10 μM).

In order to inhibit transcription elongation cells were treated with cordycepin (50 μΜ) for 3.5 h.

### Method Details

#### Expression vectors

In order to prepare M27-WT RNaseH1-GFP-pInducer20 plasmid, human M27-WT RNaseH1-GFP (a kind gift from Dr Kanagaraj Radhakrishnan) was inserted into a pInducer20 lentivirus construct. Catalytically inactive RNaseH1 was created by introducing a D210N point mutation into pINDUCER hM27RNaseH1i-EGFP using the Q5 Site-Directed Mutagenesis kit (NEB # E0554) and the following primers F: TCTGTATACAAACAGTATGTTTAC R: ACCAGTTTATTGATGTTTTG as per the manufacturer’s instructions. All DNA preparations (including PCR clean-up, agarose gel extractions, minipreps, and maxipreps) were done with DNA purification kits from QIAGEN according to the manufacturer’s instructions. All constructs were confirmed by sequencing.

#### Cre-mediated recombination

*Rtel1*^*F/F*^ MEFs were infected with adenovirus expressing the CRE recombinase together with a GFP or RFP marker to inactivate *Rtel1* (Ad-CRE-GFP or Ad-iCre-RFP) or control adenovirus expressing only GFP or RFP (Ad-GFP or Ad-RFP). Samples were processed for analysis 96 ours after infection and loss of RTEL1 was verified by PCR and/or western blot.

#### DNA fiber analysis

Cells were pulse labeled with 25 μM CldU and 250 μM IdU for 15 or 20 min each and harvested. DNA fiber spreads were prepared by spotting 2 μL of cells (5^∗^10^5^ cells per ml in PBS) onto microscope slides followed by lysis with 7 μL of 0.5% SDS, 200 mM Tris-HCl pH 7.4 and 50 mM EDTA. Slides were tilted and DNA spreads fixed in methanol/acetic acid (3:1). HCl-treated fiber spreads were incubated with rat anti-bromodeoxyuridine (detects CldU, abcam, ab6326, 1:1,200) and mouse anti-bromodeoxyuridine (detects IdU, B44, Becton Dickinson, 1:500) for 1 h and incubated with anti-rat IgG AlexaFluor 555 and anti-mouse IgG AlexaFluor 488 (both at 1:500, Molecular Probes) for 1.5 h. Images were acquired using a Zeiss AxioImager M1, equipped with a Hamamatsu digital camera and the Volocity software (Perkin Elmer). Fiber length was analyzed using ImageJ (https://imagej.nih.gov/ij/). For fork speed analysis, during each independent experiment, a minimum of 300 fibers were measured per condition. Fork asymmetry was measured as a percentage of the length ratio of the shortest to the longest fiber of first label origin fibers.

#### Immunofluorescence

For micronuclei analysis, cells grown on coverslips were washed once with PBS and fixed with 4% PFA in PBS for 10 min at room temperature. For all other immunostaining experiments, cells grown on coverslips were washed once with PBS and pre-extracted by incubation in 0.5% Triton X-100 in CSK buffer (10 mM PIPES, 300 mM sucrose, 100 mM NaCl and 3 mM MgCl_2_) for 5 min on ice, washed once with PBS and fixed with 4% PFA in PBS for 10 min at room temperature. For PCNA staining, cells after pre-extraction and fixation were treated with methanol for 10 min at −20°C. Cells were blocked with 3% BSA/10% fetal bovine serum for 1 h at room temperature and incubated overnight with primary antibody diluted in blocking buffer at 4°C. Primary antibodies were mouse anti-phospho-HistoneH2AX (Ser139) (Millipore 05-636, 1:1,000), rabbit anti-53BP1 (Bethyl A300-272A, 1:10,000), mouse RPA32/RP2 (abcam, ab2175, 1:2,000), rabbit pATR-S428 (Cell Signaling, 2853, 1:2,000), mouse PCNA (Santa Cruz, SC-56, 1:3,500), mouse GFP (Roche, 1184460001, 1:1,000), rabbit GFP (abcam, ab290, 1:2,500) and rabbit V5 (Sigma, V8317, 1:3,000). Secondary antibodies were anti-mouse IgG Alexa Fluor 488, anti-mouse IgG Alexa Fluor 488, anti-mouse IgG Alexa Fluor 594, anti-rabbit IgG Alexa Fluor 488 and anti-rabbit IgG Alexa Fluor 594 (all Molecular Probes, 1:500). Coverslips were mounted onto glass slides using Fluoroshield containing 4,6-diamidino-2-phenylindole (DAPI) to counterstain DNA and images acquired as above. Foci analysis was performed with Cell Profiler software (https://cellprofiler.org/). For quantification of nuclear RNaseH1^D210N^-GFP intensity, ImageJ was used to generate nuclear masks based on DAPI staining and mean fluorescence intensities per pixel were quantified per nucleus.

#### Western blotting

Cells were rinsed twice with PBS, lysed in 2x NuPAGE LDS sample buffer (Invitrogen, 13778150) supplemented with 0.1M DTT and sonicated to release DNA-bound proteins. Protein concentration was measured using nanodrop, equal quantities were separated by SDS-PAGE using NuPAGE mini gels (Invitrogen) and transferred onto a nitrocellulose membrane using standard procedures. After transfer, the membrane was blocked in 5% skim milk/ PBST (PBS/ 0.05%Tween-20) for 1 h at room temperature and incubated with the indicated primary antibody (diluted in 5% skim milk/ PBST) overnight at 4°C. The membrane was then washed 5 times for 5 min with PBST, incubated with a horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature, and washed again 5 times for 5 min with PBST. The immunoblot was developed using ECL Western Blotting Reagent (Sigma). All incubations were carried out on a horizontal shaker. Primary antibodies used were mouse GFP (Roche, 1184460001, 1:1,000), rabbit RTEL1 (Novus, 1:3,000), mouse GAPDH (abcam, ab8245), mouse tubulin (Sigma, T6074)

#### Proximity ligation assay

Cells grown on coverslips were pre-extracted in 0.5% NP40 on ice for 4min then washed once with PBS an fixed with 4% formaldehyde in PBS for 15 min at room temperature, washed three times with PBS, blocked with 3% BSA/10% fetal bovine serum and incubated with antibodies mouse RNAPII 8WG16Pol 1:200 and rabbit PCNA 1:200 overnight at 4°C. PLA was performed following the manufacturer’s instructions using the Duolink anti-Mouse MINUS and anti-Rabbit PLUS *In Situ* PLA probes and the Duolink *In Situ* Detection Reagents Red (Olink Bioscience). Images were acquired using a Zeiss AxioImager M1, equipped with a Hamamatsu digital camera and the Volocity software (Perkin Elmer). PLA foci were analyzed using ImageJ (https://imagej.nih.gov/ij/).

#### DRIP QPCR

5x10^6^ cells were collected, washed in PBS and resuspended in 1.6 mL of TRIS-EDTA buffer pH8.0. Cells were lysed by addition 50 μL SDS 20% and 5 μL ProteinaseK 20 mg/ml (Roche), mix gently and incubated overnight at 37°C. DNA was extracted with phenol/chloroform in phase lock tubes, precipitated with EtOH/sodium acetate, washed three times with 70% EtOH, and resuspended in TE. DNA was digested with EcoRI, HindIII, BsrGI, SspI and XbaI (NEB) restriction enzymes overnight at 37°C and DNA was isolated as described above. For DRIP 4.4 μg of digested DNA was diluted in 500 μL TE buffer pH8.0, 50 μL was kept as input and 50 μL of 10x binding buffer (100 mM NPO_4_ pH7.0, 1.4 M NaCl, 0.5% Triton X-100) and 10 μL of S9.6 antibody was added to the rest and incubated overnight at 37°C. Protein A Dynabeads (Roche, 10002D) were added for 2 h. Bound beads were washed 3 times in binding buffer 1x and elution was performed in elution buffer (50 mM Tris pH 8, 10 mM EDTA, 0.5% SDS, Proteinase K) for 45 min at 55°C. DNA was purified as described and resuspended in 10 mM TrisHCl, pH 8.0. Quantitative PCR of immunoprecipitated DNA fragments was performed on Bio-Rad CFX96 Real-Time System C1000 Thermal Cycler using SsoAdvanced Universal SYBR® Green Supermix (Bio-Rad, 1725271).

##### Primers used

Bcl6:

For 5′-CTAATTCTTCCTCTCCTACCCA-3′;
Rev 5′-TTTTTCTCGTGGTGCCTAATACT-3′

B-actin:

For 5′-GAGGGGAGAGGGGGTAAA-3′;
Rev 5′-GAAGCTGTGCTCGCGG-3′

#### PNA FISH

Cells were arrested in colcemid (1 μg/ml) for 4 h and collected by mitotic shock followed by incubation in hypotonic solution (0,075 M KCl) for 20 min at RT. Subsequently cells were washed twice in 3:1 methanol-acetic acid solution and spread on slides. Spreads were incubated for 5 min in 3.6% formaldehyde-0.5% triton-PBS, denatured for 40 min at 72°C in preheated 2xSSC, incubated for 20 min in 0.1 M NaOH, rinsed in water and air-dried. Next, spreads were denatured at 80°C for 2 min with telomere probe (TelC PNA probe) in hybrydisation buffer (10% dextran sulfate, 50% deionised formamide, 2xSSC final) and hybridized for overnight at 37°C in humiditiy chamber. Finally, spreads were washed two times for 20 min in 2xSSC prewarmed to 37°C.

#### IF/TERRA FISH for RNaseA resistant TERRA (in R-loops)

Cells were pre-extracted in 0.5% PBS-Triton, crosslinked for 10 min in 2% PFA-PBS and incubated ON at 37°C with 1 mg/ml RNaseA in PBS to digest RNA not being enaged in R-loops. For IF, cells were blocked for 1 h at RT in blocking buffer (5% milk, 3% BSA, 0.5% Tween, 0.5% NP40 in PBS) followed with 2 h incubation with primary anti-TRF2 antibody (CST #13136S) diluted 1/50 in PBS, 2 washes for 15 min in PBS-400 mM NaCl-0.5% tween-0.5% NP40. Subsequently, cells were incubated with anti-rabbit secondary antibody diluted 1/1000 in PBS (Thermofisher #A32731) for 1 h at RT, followed by 2 washes for 15 min in PBS-400 mM NaCl-0.5% tween-0.5% NP40. Next, cells were crosslinked for 15 min in 2% PFA-PBS, rinsed with PBS, air-dried and incubated ON at 37°C with PNA-TelC probe diluted 1/100 in 10% dextran sulfate-50% formamide-2xSSC. Hybrydisation was followed by 2 washes for 20 min in 50%-formamide-2xSSC and one 20 min wash in 2xSSC.

#### Fluorescence-activated cell sorting (FACS)

For Propidium Iodide (PI)-based determination of DNA content, cells were trypsinised and fixed in 70% ethanol. Cells were then resuspended in an RNase A (20 mg/ml) and propidium iodide (50 mg/ml) solution, passed through a 70 mm cell strainer and the cell cycle distribution of the cells analyzed by flow cytometry, using a 610/20 gate. For EdU/DAPI-based determination of DNA content and new DNA incorporation, cells were incubated with 10 uM EdU for 1 h, trypsinised, and fixed in 2% PFA for 10 mins. Newly incorporated DNA was stained using a Click-iT EdU Alexa Fluor 647 kit and DNA was stained using DAPI. The cell cycle distribution of the cells was analyzed by flow cytometry, using 440/40 and 610/20 gates to identify DNA content (DAPI) and newly synthesized DNA (Alexa-647) respectively. Gating and analysis was performed manually using FlowJo v10 (FlowJo).

#### DRIP-seq

5x10^6^ cells were collected, washed in PBS and resuspended in 1.6 mL of TRIS-EDTA buffer pH8.0. Cells were lysed by addition 50 μL SDS 20% and 5 μL ProteinaseK 20 mg/ml (Roche), mix gently and incubated overnight at 37°C. DNA was extracted with phenol/chloroform in phase lock tubes, precipitated with EtOH/sodium acetate, washed three times with 70% EtOH, and resuspended in TE. DNA was digested with EcoRI, HindIII, BsrGI, SspI and XbaI (NEB) restriction enzymes overnight at 37°C and DNA was isolated as described above and 4.4 μg of digested DNA was diluted in 500 μL TE buffer pH8.0 aliquots. For DRIP-seq, three IPs with the S9.6 antibody per condition were performed in parallel to obtain enough material for library construction. For each aliquot of digested DNA, 50 μL was kept as input and 50 μL of 10x binding buffer (100 mM NPO_4_ pH7.0, 1.4 M NaCl, 0.5% Triton X-100) and 10 μL of S9.6 antibody was added to the rest and incubated overnight at 37°C. Protein A Dynabeads (Roche 10002D) were added for 2 h. Bound beads were washed 3 times in binding buffer 1x and elution was performed in elution buffer (50 mM Tris pH 8, 10 mM EDTA, 0.5% SDS, Proteinase K) for 45 min at 55°C. DNA was purified as described and resuspended in 20 μL 10 mM TrisHCl, pH 8.0. Three IPs per condition were pooled and 5 μL was withdrawed and efficiency of IP was assessed by QPCR (see above). Once quality of S9.6 IP was verified, pooled IPs were treated with RNaseA for 1 h at 37°C and DNA was fragmented using a Covaris LE220 ultrasonicator with the following settings: iterations: 25, duration: 10 s, peak powerL 450, duty factor: 25%, cycles/bursts; 200. Following fragmentation, DNA was converted into illumina compatible libraries using the NEBNext Ultra II kit according to manufacturer’s instructions. Libraries were then sequenced on an Illumina HiSeq 4000 using single ended 100 bp reads.

#### RNA-seq

RNA samples were quantified using the Agilent BioAnalyser, and libraries were prepared using the KAPA mRNA HyperPrep kit according to the manufacturer’s instructions with an input of 1 μg RNA. The libraries were pooled to 4 nM and sequenced on the HiSeq 4000 with 75 bp single ended reads

#### Sequencing read alignment

Adaptor trimming was performed with cutadapt (version 1.9.1) (Martin, 2011) with parameters “–minimum-length=25–quality-cutoff=20 -a AGATCGGAAGAGC -A AGATCGGAAGAGC.”

The RSEM package (version 1.3.0) (Li and Dewey, 2011) in conjunction with the STAR alignment algorithm (version 2.5.2a) (Dobin et al., 2013) was used for the mapping and subsequent gene-level counting of the sequenced reads with respect to mm10 RefSeq genes downloaded from the UCSC Table Browser (Karolchik et al., 2004) on 19th February 2016. The parameters used were “–star-output-genome-bam–forward-prob 0–paired-end.”

#### Differential gene expression analysis

Differential expression analysis was performed with the DESeq2 package (version 1.28.1) (Love et al., 2014) within the R programming environment (version 4.0.0.) (http://www.R-project.org/). An adjusted p value of ≤ 0.01 was used as the significance threshold for the identification of differentially expressed genes.

For visualization of Terf1 dependent gene expression changes, Terf1 itself was excluded from the visualization.

Heatmaps to show differentially expressed genes were generated on count data that were normalized and norm transformed using the DESeq2 package, and depicted using “pheatmap” with scaling by row.

Venn diagrams were generated using the R environment and https://www.meta-chart.com/venn for visualization.

#### Definition of G-quadruplex regulated promoters

G-quadruplex structures were predicted using the “G4Hunter” package (Bedrat et al., 2016) using a threshold at a score of 1.5. G-quadruplex structures were assigned to promoters strand specifically with a threshold of 1kb from the transcriptional start site using the “ChIPseeker” package (v. 1.24.0) (Yu et al., 2015).

#### DRIP-Seq analysis

The nf-core/chipseq pipeline (version 1.2.1; (Ewels et al., 2020); https://zenodo.org/record/3966161) written in the Nextflow domain specific language (version 19.10.0; (Tommaso et al., 2017)) was used to perform the primary analysis of the samples in conjunction with Singularity (version 2.6.0; (Kurtzer et al., 2017)). The command used was “nextflow run nf-core/chipseq–input design.csv–genome mm10–gtf refseq_genes.gtf–single_end–narrow_peak -profile crick -r 1.2.1.” To summarize, the pipeline performs adaptor trimming (Trim Galore! - https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), read alignment (BWA - (Li and Durbin, 2009)) and filtering (SAMtools - (Li et al., 2009); BEDTools - (Quinlan and Hall, 2010); BamTools - (Barnett et al., 2011); pysam - https://github.com/pysam-developers/pysam; picard-tools - http://broadinstitute.github.io/picard), normalized coverage track generation (BEDTools - (Quinlan and Hall, 2010); bedGraphToBigWig - (Kent et al., 2010)), peak calling (MACS2 - (Zhang et al., 2008)) and annotation relative to gene features (HOMER - (Heinz et al., 2010)), consensus peak set creation (BEDTools -(Quinlan and Hall, 2010)), differential binding analysis (featureCounts - (Liao et al., 2014); R - R Core Team; DESeq2 - (Love et al., 2014)) and extensive QC and version reporting (MultiQC - (Ewels et al., 2016); FastQC - https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; preseq - (Daley and Smith, 2013); deepTools - (Ramírez et al., 2016); phantompeakqualtools - (Landt et al., 2012)). Tracks illustrating read coverage and representative peaks were visualized using the IGV genome browser (Robinson et al., 2011). Further analysis was performed in the R programming environment (version 4.0.0.). Only the peaks were considered that have a score in the top decile per sample. Peaks were annotated to genes using the UCSC annotation with mm10. A peak was considered to be in a promoter, if within ± 1 kb of the transcriptional start site. Promoters and genes with R-loop peaks were compared between different samples by determining overlaps, visualized using the “UpSetR” package (v. 1.4.0) (Conway et al., 2017).

#### Enrichment analysis for genes associated with fragile sites and R-loops

Early replicating fragile sites were obtained from GSE43504 (Barlow et al., 2013). Common fragile sites were obtained from the HumCFS database (Kumar et al., 2019) and converted to the mouse orthologs using BioMart (Smedley et al., 2009). Enrichment analysis for fragile sites and R-loops was performed using the “fgsea” package (v. 1.14.0) (Korotkevich et al., 2019) and visualized with a custom script based on the “ggplot2” package (v. 3.3.0) (Wickham et al., 2016).

### Quantification and Statistical Analysis

Statistical significance of non-sequencing experiments was determined with the tests stated in the figure legends using GraphPad PRISM software. All data are from a minimum of two independent experiments. Specific biological replicate numbers (n) for each experiment can be found in the corresponding figure legends. Statistical analysis of RNA-seq was performed using the DESeq2 framework in R. Statistical tests are performed with negative binomial testing. Statistical analysis of gene expression and GSEA datasets was performed using the fgsea framework in R with the associated t-based testing statistics. Statistical analysis of DRIP-seq was performed using peak calling with MACS2 and the associated testing statistics. Gene set enrichment for DRIP-seq peaks was assessed with the fgsea framework in R as detailed in the methods section. Statistically significant differences are labeled with one, two, three or four asterisks if p < 0.05, p < 0.01, p < 0.001 or p < 0.0001, respectively.

## References

[bib1] Arora R., Lee Y., Wischnewski H., Brun C.M., Schwarz T., Azzalin C.M. (2014). RNaseH1 regulates TERRA-telomeric DNA hybrids and telomere maintenance in ALT tumour cells. Nat. Commun..

[bib2] Barber L.J., Youds J.L., Ward J.D., McIlwraith M.J., O’Neil N.J., Petalcorin M.I., Martin J.S., Collis S.J., Cantor S.B., Auclair M. (2008). RTEL1 maintains genomic stability by suppressing homologous recombination. Cell.

[bib3] Barlow J.H., Faryabi R.B., Callén E., Wong N., Malhowski A., Chen H.T., Gutierrez-Cruz G., Sun H.W., McKinnon P., Wright G. (2013). Identification of early replicating fragile sites that contribute to genome instability. Cell.

[bib4] Barnett D.W., Garrison E.K., Quinlan A.R., Strömberg M.P., Marth G.T. (2011). BamTools: a C++ API and toolkit for analyzing and managing BAM files. Bioinformatics.

[bib5] Bedrat A., Lacroix L., Mergny J.L. (2016). Re-evaluation of G-quadruplex propensity with G4Hunter. Nucleic Acids Res..

[bib6] Bellelli R., Youds J., Borel V., Svendsen J., Pavicic-Kaltenbrunner V., Boulton S.J. (2020). Synthetic Lethality between DNA Polymerase Epsilon and RTEL1 in Metazoan DNA Replication. Cell Rep..

[bib7] Björkman A., Johansen S.L., Lin L., Schertzer M., Kanellis D.C., Katsori A.M., Christensen S.T., Luo Y., Andersen J.S., Elsässer S.J. (2020). Human RTEL1 associates with Poldip3 to facilitate responses to replication stress and R-loop resolution. Genes Dev..

[bib8] Chappidi N., Nascakova Z., Boleslavska B., Zellweger R., Isik E., Andrs M., Menon S., Dobrovolna J., Balbo Pogliano C., Matos J. (2020). Fork Cleavage-Religation Cycle and Active Transcription Mediate Replication Restart after Fork Stalling at Co-transcriptional R-Loops. Mol. Cell.

[bib9] Chen J.Y., Zhang X., Fu X.D., Chen L. (2019). R-ChIP for genome-wide mapping of R-loops by using catalytically inactive RNASEH1. Nat. Protoc..

[bib10] Conway J.R., Lex A., Gehlenborg N. (2017). UpSetR: an R package for the visualization of intersecting sets and their properties. Bioinformatics.

[bib11] Daley T., Smith A.D. (2013). Predicting the molecular complexity of sequencing libraries. Nat. Methods.

[bib12] De Magis A., Manzo S.G., Russo M., Marinello J., Morigi R., Sordet O., Capranico G. (2019). DNA damage and genome instability by G-quadruplex ligands are mediated by R loops in human cancer cells. Proc. Natl. Acad. Sci. USA.

[bib13] Ding H., Schertzer M., Wu X., Gertsenstein M., Selig S., Kammori M., Pourvali R., Poon S., Vulto I., Chavez E. (2004). Regulation of murine telomere length by Rtel: an essential gene encoding a helicase-like protein. Cell.

[bib14] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib15] Duquette M.L., Handa P., Vincent J.A., Taylor A.F., Maizels N. (2004). Intracellular transcription of G-rich DNAs induces formation of G-loops, novel structures containing G4 DNA. Genes Dev..

[bib16] Ewels P., Magnusson M., Lundin S., Käller M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[bib17] Ewels P.A., Peltzer A., Fillinger S., Patel H., Alneberg J., Wilm A., Garcia M.U., Di Tommaso P., Nahnsen S. (2020). The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol..

[bib18] Ginno P.A., Lott P.L., Christensen H.C., Korf I., Chédin F. (2012). R-loop formation is a distinctive characteristic of unmethylated human CpG island promoters. Mol. Cell.

[bib19] Glover T.W., Wilson T.E., Arlt M.F. (2017). Fragile sites in cancer: more than meets the eye. Nat. Rev. Cancer.

[bib20] Hamperl S., Bocek M.J., Saldivar J.C., Swigut T., Cimprich K.A. (2017). Transcription-Replication Conflict Orientation Modulates R-Loop Levels and Activates Distinct DNA Damage Responses. Cell.

[bib21] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[bib22] Helmrich A., Ballarino M., Tora L. (2011). Collisions between replication and transcription complexes cause common fragile site instability at the longest human genes. Mol. Cell.

[bib23] Karolchik D., Hinrichs A.S., Furey T.S., Roskin K.M., Sugnet C.W., Haussler D., Kent W.J. (2004). The UCSC Table Browser data retrieval tool. Nucleic Acids Res..

[bib24] Kent W.J., Zweig A.S., Barber G., Hinrichs A.S., Karolchik D. (2010). BigWig and BigBed: enabling browsing of large distributed datasets. Bioinformatics.

[bib62] Korotkevich. 2019. https://www.biorxiv.org/content/10.1101/060012v2.full.

[bib25] Kumar R., Nagpal G., Kumar V., Usmani S.S., Agrawal P., Raghava G.P.S. (2019). HumCFS: a database of fragile sites in human chromosomes. BMC Genomics.

[bib26] Kurtzer G.M., Sochat V., Bauer M.W. (2017). Singularity: Scientific containers for mobility of compute. PLoS ONE.

[bib27] Landt S.G., Marinov G.K., Kundaje A., Kheradpour P., Pauli F., Batzoglou S., Bernstein B.E., Bickel P., Brown J.B., Cayting P. (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res..

[bib28] Li B., Dewey C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[bib29] Li H., Durbin R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[bib30] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[bib31] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib32] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bib60] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[bib33] Nguyen D.T., Voon H.P.J., Xella B., Scott C., Clynes D., Babbs C., Ayyub H., Kerry J., Sharpe J.A., Sloane-Stanley J.A. (2017). The chromatin remodelling factor ATRX suppresses R-loops in transcribed telomeric repeats. EMBO Rep..

[bib34] Nguyen H.D., Yadav T., Giri S., Saez B., Graubert T.A., Zou L. (2017). Functions of Replication Protein A as a Sensor of R Loops and a Regulator of RNaseH1. Mol. Cell.

[bib35] Papadopoulou C., Guilbaud G., Schiavone D., Sale J.E. (2015). Nucleotide Pool Depletion Induces G-Quadruplex-Dependent Perturbation of Gene Expression. Cell Rep..

[bib36] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib37] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[bib38] Robinson J.T., Thorvaldsdóttir H., Winckler W., Guttman M., Lander E.S., Getz G., Mesirov J.P. (2011). Integrative genomics viewer. Nat. Biotechnol..

[bib39] Sarek G., Vannier J.B., Panier S., Petrini J.H.J., Boulton S.J. (2015). TRF2 recruits RTEL1 to telomeres in S phase to promote t-loop unwinding. Mol. Cell.

[bib40] Sarek G., Kotsantis P., Ruis P., Van Ly D., Margalef P., Borel V., Zheng X.F., Flynn H.R., Snijders A.P., Chowdhury D. (2019). CDK phosphorylation of TRF2 controls t-loop dynamics during the cell cycle. Nature.

[bib41] Sarkies P., Reams C., Simpson L.J., Sale J.E. (2010). Epigenetic instability due to defective replication of structured DNA. Mol. Cell.

[bib42] Sarkies P., Murat P., Phillips L.G., Patel K.J., Balasubramanian S., Sale J.E. (2012). FANCJ coordinates two pathways that maintain epigenetic stability at G-quadruplex DNA. Nucleic Acids Res..

[bib43] Schiavone D., Guilbaud G., Murat P., Papadopoulou C., Sarkies P., Prioleau M.N., Balasubramanian S., Sale J.E. (2014). Determinants of G quadruplex-induced epigenetic instability in REV1-deficient cells. EMBO J..

[bib44] Schiavone D., Jozwiakowski S.K., Romanello M., Guilbaud G., Guilliam T.A., Bailey L.J., Sale J.E., Doherty A.J. (2016). PrimPol Is Required for Replicative Tolerance of G Quadruplexes in Vertebrate Cells. Mol. Cell.

[bib45] Sfeir A., Kosiyatrakul S.T., Hockemeyer D., MacRae S.L., Karlseder J., Schildkraut C.L., de Lange T. (2009). Mammalian telomeres resemble fragile sites and require TRF1 for efficient replication. Cell.

[bib46] Skourti-Stathaki K., Kamieniarz-Gdula K., Proudfoot N.J. (2014). R-loops induce repressive chromatin marks over mammalian gene terminators. Nature.

[bib47] Skourti-Stathaki K., Torlai Triglia E., Warburton M., Voigt P., Bird A., Pombo A. (2019). R-Loops Enhance Polycomb Repression at a Subset of Developmental Regulator Genes. Mol. Cell.

[bib48] Smedley D., Haider S., Ballester B., Holland R., London D., Thorisson G., Kasprzyk A. (2009). BioMart--biological queries made easy. BMC Genomics.

[bib49] Takedachi A., Despras E., Scaglione S., Guérois R., Guervilly J.H., Blin M., Audebert S., Camoin L., Hasanova Z., Schertzer M. (2020). SLX4 interacts with RTEL1 to prevent transcription-mediated DNA replication perturbations. Nat. Struct. Mol. Biol..

[bib50] Tommaso P.D., Floden E.W., Magis C., Palumbo E., Notredame C. (2017). [Nextflow, an efficient tool to improve computation numerical stability in genomic analysis]. Biol. Aujourdhui.

[bib51] Vannier J.B., Pavicic-Kaltenbrunner V., Petalcorin M.I., Ding H., Boulton S.J. (2012). RTEL1 dismantles T loops and counteracts telomeric G4-DNA to maintain telomere integrity. Cell.

[bib52] Vannier J.B., Sandhu S., Petalcorin M.I., Wu X., Nabi Z., Ding H., Boulton S.J. (2013). RTEL1 is a replisome-associated helicase that promotes telomere and genome-wide replication. Science.

[bib53] Vannier J.B., Sarek G., Boulton S.J. (2014). RTEL1: functions of a disease-associated helicase. Trends Cell Biol..

[bib54] Varshney D., Spiegel J., Zyner K., Tannahill D., Balasubramanian S. (2020). The regulation and functions of DNA and RNA G-quadruplexes. Nat. Rev. Mol. Cell Biol..

[bib59] Wickham H., Navarro D., Pedersen T., Lin (2016). ggplot2: elegant graphics for data analysi.

[bib55] Wu W., Bhowmick R., Vogel I., Özer Ö., Ghisays F., Thakur R.S., Sanchez de Leon E., Richter P.H., Ren L., Petrini J.H. (2020). RTEL1 suppresses G-quadruplex-associated R-loops at difficult-to-replicate loci in the human genome. Nat. Struct. Mol. Biol..

[bib56] Yadav P., Owiti N., Kim N. (2016). The role of topoisomerase I in suppressing genome instability associated with a highly transcribed guanine-rich sequence is not restricted to preventing RNA:DNA hybrid accumulation. Nucleic Acids Res..

[bib57] Yu G., Wang L.G., He Q.Y. (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[bib58] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W., Liu X.S. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

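Gene expression was measured by RNA sequencing in 21 libraries of mouse embryonic fibroblasts, 3 in each of 7 groups, which were taken from the labels and the paper's description of Figure 1. The authors trimmed reads with cutadapt, aligned them with STAR and estimated, with RSEM and RefSeq gene models of mm10, the expected count of each gene, which they deposited without normalization. The authors also deposited the TPM values (transcripts per unit of library, scaled for transcript length) that RSEM gives for the same genes, and these were not used here. The table had 24454 genes, 0 without a name and 0 with a duplicated name, and 0 of its expected counts were not whole numbers. No pair of libraries had more than 1.08% identical counts.

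Genes were matched to a RefSeq table of GRCm38 for coordinates, gene span and the GC content of transcripts. By symbol 23363 genes were matched, by a single synonym 975, and 116 had no match. Of the genes tested, 99.3% had a GC content.

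Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, robust quasi-likelihood fit with 1 coefficient per group over all libraries, two-sided quasi-likelihood test and Benjamini-Hochberg adjustment) at an adjusted p of at most 0.01. The comparisons were +Cre against +GFP in each of the *Rtel1* F/F, RTEL1 C1252A/C1255A and *Terf1* F/F lines, TMPyP4 against +GFP and +Cre against TMPyP4 in *Rtel1* F/F cells, and the difference between the effect of Cre in *Rtel1* F/F cells and in each of the other two lines. Log2 CPM used a prior count of 2. Errors are SDs over the 3 libraries of a group. Total counts gave every group at least 32069888 counts per library, and a gene with 3 counts or fewer was taken as not measurable above 0.

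Genes shared between comparisons were set against 10000 random lists drawn from 20 bins of mean expression. Because *Rtel1* loss and TMPyP4 treatment share their +GFP libraries, 20 sets of unchanged groups were simulated against these libraries. Chosen after seeing the data, 20 further sets were simulated against the RTEL1 C1252A/C1255A +GFP libraries, and 20 in which the TMPyP4-treated and RTEL1 C1252A/C1255A +GFP groups were unchanged from *Rtel1* F/F +GFP cells and *Rtel1* loss was kept, to find how far the choice of genes alone raises the score. All simulations drew libraries independently of each other. The score of each library used the 3015 genes increased and the 2887 genes reduced after *Rtel1* loss, and was compared by an exact two-sided permutation test whose smallest p is 0.1, and, chosen after seeing the data, by an exact sign-flip test of same-numbered libraries in RTEL1 C1252A/C1255A cells, whose smallest p is 0.25 and which was also applied to the mean level of the interferon-stimulated genes. Lists of p53 targets, DNA replication, telomere maintenance, DNA damage response and interferon-stimulated genes were tested with camera and fry of limma 3.58.1. They were called at an adjusted p of at most 0.05, over 20 tests in the 4 main comparisons. For the differences between lines, p was adjusted over the tests of those differences alone. Comparisons with RTEL1 C1252A/C1255A +GFP cells, and between both kinds of +GFP cells, were adjusted over a larger set that also held these differences. Genes that span at least 100 kb (1818 tested) and 20 targets of YAP/TAZ, written down later, were each adjusted over their own tests. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

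The comparisons, the 5 lists, the thresholds, the rule for named genes and most alternatives were set before the data were examined. The rule named every tested gene among the targeted genes and those the paper discusses, and, for each of 4 comparisons, the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 5 CPM and no overlap between the libraries of both groups. The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, at least 10 counts in every library, a fit of only the groups compared, the replicate number as a block, an adjusted p of at most 0.05, a minimum absolute log2 fold change of 1, each library left out in turn, divided or other control libraries, long genes from 200 kb or adjusted for GC content, and a score from the 100 most changed genes each way. A GC correction of each library (loess with a span of 0.3), alone and with the block, the libraries of each replicate number alone, and 2 further choices of control were chosen after seeing the data.

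Whether replicate numbers pair libraries was checked by correlating, across 11840 genes with a mean of at least 1 CPM, the deviations of same-numbered libraries from their group means, with pairing taken to hold where all 3 correlations exceed 0.1. They were 0.86, 0.84 and 0.42 between RTEL1 C1252A/C1255A +Cre and +GFP cells, and 0.72, 0.76 and 0.41 between *Rtel1* F/F +Cre and TMPyP4-treated cells. Pairing also held between RTEL1 C1252A/C1255A +GFP cells and both *Rtel1* F/F +Cre and TMPyP4-treated cells, whose counts come from fits without a block.

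Each step was tested on simulated data made from the counts. Of 200 genes changed in the simulation, edgeR called 182 with 0 false calls and DESeq2 called 192 with 7 false calls. With a GC trend added to replicate 2, edgeR called 157, the GC correction 183 and the block 179, with 0, 0 and 1 false calls. The camera test called a list of 25 changed genes and did not call a list of 25 unchanged genes, and 87 of 100 genes changed in both of a pair of comparisons were found in both.

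Promoter G4-DNA was not analysed here, since it needs the genome sequence, and lists of fragile sites, R-loop data and Gene Ontology terms were not used here.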

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

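Some tests of this part were chosen only after the result was seen. They were the comparisons that place the *Rtel1* F/F +GFP libraries, the GC corrections and the sign-flip test of the interferon-stimulated genes. The other tests of this part were chosen earlier.

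The effect of Cre differed between cell lines, by a test of the difference itself. It differed for 3450 genes between *Rtel1* F/F and RTEL1 C1252A/C1255A cells and for 4147 genes between *Rtel1* F/F and *Terf1* F/F cells. Leaving out 1 library gave between 2353 and 3690 genes in the first comparison and between 3021 and 4271 in the second. In the first, 1762 genes had a higher effect in *Rtel1* F/F cells, and 1077 without *Rtel1* F/F +GFP replicate 2. Among genes that the paper names, the difference between *Rtel1* F/F and RTEL1 C1252A/C1255A cells was -0.74 for *Rtel1* (adjusted p = 5.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.21 for *Adam22* (6.5e-07), -2.69 for *Bmp4* (2.4e-06) and -1.59 for *Dapk1* (1.4e-06). Between *Rtel1* F/F and *Terf1* F/F cells the same test gave -0.97 for *Rtel1* (2.5e-06), 9.06 for *Terf1* (4.5e-16), -1.83 for *Adam22* (4.1e-05), -3.57 for *Bmp4* (3.3e-08), -2.33 for *Dapk1* (3.5e-08) and -0.41 for *Bcl6* (0.00315). The value of *Terf1* rests on +Cre counts of 5, 2 and 1 in *Terf1* F/F cells, too few for a measured ratio. The differences of *Rtel1* and *Terf1* follow from which gene is floxed and, with the mutant, from *Rtel1* transcripts of the vector. They are not evidence of a further difference between lines. Of 50 regroupings drawn from the 200 possible, 5 gave as many genes in the comparison with RTEL1 C1252A/C1255A cells. All 5, the real one among them, kept the real *Rtel1* F/F groups, and 1 of these that regrouped the RTEL1 C1252A/C1255A libraries gave 6197 genes, so that the count rests on the *Rtel1* F/F groups. In the comparison with *Terf1* F/F cells, 1 of 50 regroupings, the real one, gave as many genes, and the highest of the others gave 3858. Where the *Rtel1* F/F +GFP libraries lie is a candidate explanation for the difference from RTEL1 C1252A/C1255A cells. Between *Rtel1* F/F +Cre and RTEL1 C1252A/C1255A +GFP cells 1064 genes were called, against 6138 between both kinds of +GFP cells. Same-numbered libraries are paired in the first of these comparisons and not in the second. Both counts come from fits without a block, so they are not strictly comparable. With that limit, the difference may lie mainly in the *Rtel1* F/F +GFP libraries. The cause of their position stays open, and a difference in the biology of the lines was not tested.

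The lists of genes also differed between lines. For the p53 targets the median difference between *Rtel1* F/F and RTEL1 C1252A/C1255A cells was 0.21 (limma camera adjusted p = 0.0203, 15 of 25 genes higher), and for the interferon-stimulated genes it was -1.32 (limma camera adjusted p = 4.9e-15, 29 of 29 lower). Between *Rtel1* F/F and *Terf1* F/F cells the median difference of the interferon-stimulated genes was -2.27 (limma camera adjusted p = 1.1e-39, 29 of 29 lower). These calls held under fry. The level of these genes in the *Rtel1* F/F +GFP libraries is a candidate explanation for the part that comes from *Rtel1* F/F cells, since RTEL1 C1252A/C1255A +GFP cells were already lower than *Rtel1* F/F +GFP cells by a median of -1.30. The p53 targets were also higher in RTEL1 C1252A/C1255A +GFP than in *Rtel1* F/F +GFP cells, by a median of 0.14 (limma camera adjusted p = 0.0429, 15 of 25 genes higher). Their level in the *Rtel1* F/F +GFP libraries is thus a candidate explanation for part of their difference. The cause of the level of either list was not tested.

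The paper does not discuss the interferon-stimulated genes. After Cre they rose in *Terf1* F/F cells, with a median log2 fold change of 1.32 (limma camera adjusted p = 1.1e-111, and between 1.3e-167 and 1.9e-63 over all alternatives), and in RTEL1 C1252A/C1255A cells, with a median of 0.38 (limma camera adjusted p = 5.3e-09, and between 4.4e-11 and 1.2e-05 over all alternatives). With *Terf1* lost, all 29 rose, 27 were called and 29 passed when adjusted over the list alone. With the mutant, 25 rose, 0 were called, 7 passed when adjusted over the list alone and 14 had an unadjusted p under 0.05. The mean level of the list went from 7.05 ± 0.0998 to 8.36 ± 0.246 log2 CPM in *Terf1* F/F cells and from 1.22 ± 0.188 to 1.59 ± 0.0750 log2 CPM in RTEL1 C1252A/C1255A cells (SD, n = 3), with every +Cre library above every +GFP library. Both calls held under fry (adjusted p = 1.5e-08 and 0.0158). A bias from GC content was argued against, since after a GC correction, with the replicate number as a block in RTEL1 C1252A/C1255A cells, the higher of both limma camera adjusted p was 3.9e-07. Of the 10 splits of the 6 *Terf1* F/F libraries, 1, the real one, gave a result as large. Of the 10 splits of the 6 RTEL1 C1252A/C1255A libraries, 2 did, and grouping by chance cannot be told apart from an effect of Cre there, since 10 splits are too few. These splits leave out the pairing of the same-numbered libraries, whose differences in mean level were 0.18, 0.62 and 0.32, all upward, and an exact sign-flip permutation test of them gave p = 0.25, the smallest that 3 pairs allow. A response to telomere dysfunction may raise these genes, as may a response to Cre. The design has no group in which Cre is given without floxed alleles, so both stay open.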

How the results depend on the processing

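The GC corrections, the comparisons of +Cre cells or of both treatments with RTEL1 C1252A/C1255A +GFP cells and the libraries of 1 replicate number alone were chosen only after the result was seen.

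Over all alternatives, 579 values of the comparisons, scores and lists kept their direction and their side of the threshold, or stayed within 1.5 times or 1 SD, 71 moved further, 19 reversed and 11 passed a threshold that they had not passed. Of the values of single genes, 1022 kept direction and call, 33 reversed, 24 gained a call and 44 lost it. Of the other parts of these results, such as the number of genes in each direction, 109 values of 17 results moved further and 14 values of 3 results reversed. The latter were the share of genes changed in the same direction with TMPyP4 (1 value, 13.8%) and after *Terf1* loss (9 values, between 33.3% and 49.7%) and the median of long genes after *Terf1* loss (4 values, between 0.0048 and 0.0091). The cause was not tested for any change below unless it is given.

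A minimum absolute log2 fold change of 1, which by its construction calls fewer genes, gave 1693 genes after *Rtel1* loss, 921 with TMPyP4, 30 in RTEL1 C1252A/C1255A cells, 175 after *Terf1* loss, 466 between +Cre and TMPyP4-treated cells, and 1224 and 1569 for the differences from RTEL1 C1252A/C1255A and *Terf1* F/F cells. The genes shared with *Rtel1* loss were then 697 (TMPyP4), 19 (RTEL1 C1252A/C1255A) and 69 (*Terf1*, 33.3% in the same direction), and the score differences were 1.99, 0.35 and 0.093. An adjusted p of at most 0.05, which calls more genes, gave 416 in RTEL1 C1252A/C1255A cells, 872 after *Terf1* loss, 3452 between +Cre and TMPyP4-treated cells and 5229 for the difference from RTEL1 C1252A/C1255A cells, with 329 and 576 shared. A score from the 100 most changed genes each way had differences of 3.67 (TMPyP4), 0.81 (RTEL1 C1252A/C1255A) and 0.18 (*Terf1*).

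The GC correction gave 330 genes in RTEL1 C1252A/C1255A cells (249 shared) and 774 after *Terf1* loss (494 shared). The median of the DNA damage response after *Rtel1* loss was -0.056. The median of DNA replication in RTEL1 C1252A/C1255A cells was -0.063 (limma camera adjusted p = 0.0256) and that of telomere maintenance -0.0048, and after *Terf1* loss the median of DNA replication was 0.0030. The median of long genes was -0.13 with TMPyP4 (limma camera adjusted p = 0.00650) and 0.0048 after *Terf1* loss. After *Rtel1* loss the log2 fold change was 0.032 for *Terf2*, 0.032 for *Poldip3* and -0.019 for *Pcna*. With the block as well, there were 548 genes in RTEL1 C1252A/C1255A cells (424 shared, 208 increased and 340 reduced), 1152 after *Terf1* loss (752 shared, 730 increased and 422 reduced), 4016 between +Cre and TMPyP4-treated cells and 5390 for the difference from RTEL1 C1252A/C1255A cells. The score difference with TMPyP4 was 0.88, and the values of the lists, in the same order, were -0.055, -0.064 (limma camera adjusted p = 0.0365), -0.0046, 0.0025, -0.13 (limma camera adjusted p = 0.00277) and 0.0050, and of the same 3 genes 0.029, 0.032 and -0.018. With log2 fold changes adjusted for GC content, long genes had medians of -0.12 with TMPyP4 (limma camera adjusted p = 0.00343) and 0.0091 after *Terf1* loss, and from 200 kb the latter was 0.0051.

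DESeq2 gave 339 genes in RTEL1 C1252A/C1255A cells (253 shared), with medians of -0.064 for DNA replication (limma camera adjusted p = 0.00428) and -0.0035 for telomere maintenance. With its size factors in edgeR the median of telomere maintenance was -0.0017. A fit of only the groups compared, which has fewer libraries to estimate the spread, gave 0 genes in RTEL1 C1252A/C1255A cells (0 shared, r 0.30, 1256 with an unadjusted p under 0.05), 933 between +Cre and TMPyP4-treated cells, 2195 for the difference from RTEL1 C1252A/C1255A cells, and 179 shared with *Terf1* loss (49.2% in the same direction). With no filter on low counts, r was 0.65 with TMPyP4 and 0.082 with RTEL1 C1252A/C1255A, the median of DNA replication in RTEL1 C1252A/C1255A cells was -0.063 (limma camera adjusted p = 0.00700), and *Pcna* had log2 fold changes of 0.0036 with TMPyP4 and -0.0032 after *Terf1* loss. With at least 10 counts in every library, r with RTEL1 C1252A/C1255A was 0.31, the median of the DNA damage response in RTEL1 C1252A/C1255A cells was 0.0019 and *Slx4* had 0.0035 after *Terf1* loss. The limma camera adjusted p of DNA replication in RTEL1 C1252A/C1255A cells was between 0.00379 and 0.522, and that of long genes with TMPyP4 between 0.00277 and 0.256, over all alternatives.

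With other control libraries, TMPyP4 treatment compared with RTEL1 C1252A/C1255A +GFP cells shared 1563 genes with *Rtel1* loss (r -0.28, 13.8% in the same direction). With *Rtel1* loss compared with them instead, 550 were shared (r 0.084), and with both, 579 (r 0.57). The libraries of replicate number 1, 2 or 3 alone gave r = 0.64, 0.85 and 0.80 with TMPyP4.

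With 1 library left out in turn, the lowest and highest numbers of genes were 2466 and 4110 with TMPyP4, 52 and 149 in RTEL1 C1252A/C1255A cells and 282 and 377 after *Terf1* loss. The genes shared with *Rtel1* loss were between 1996 and 3419 (TMPyP4), between 45 and 172 (RTEL1 C1252A/C1255A, r from 0.042 to 0.25) and between 153 and 323 (*Terf1*, 42.1% without *Terf1* F/F +Cre replicate 3 to 55.7% in the same direction). The score difference was between 1.08 and 1.29 with TMPyP4, between 0.056 and 0.24 in RTEL1 C1252A/C1255A cells and between -0.060 and 0.043 after *Terf1* loss. Medians went from -0.014 (without *Rtel1* F/F +Cre replicate 2) to 0.092 for the DNA damage response after *Rtel1* loss, in RTEL1 C1252A/C1255A cells from -0.063 to -0.010 for DNA replication, from -0.018 (without +Cre replicate 2) to 0.023 for telomere maintenance and from -0.050 to 0.00019 (without +GFP replicate 2) for the DNA damage response, after *Terf1* loss from -0.032 to 0.016 (without +Cre replicate 2) for telomere maintenance, and with TMPyP4 from -0.10 to -0.041 for long genes. Log2 fold changes of genes that were not called went from -0.059 to 0.030 for *Terf2* and from -0.20 to 0.013 for *Actb* after *Rtel1* loss, and from -0.16 to 0.0028 for *Terf2* and from -0.043 to 0.044 for *Pcna* with TMPyP4. With the mutant they went from -0.010 to 0.073 for *Terf2*, from -0.082 to 0.077 for *Dapk1*, from -0.096 to 0.18 for *Rnaseh1*, from -0.052 to 0.013 for *Poldip3* and from -0.14 to 0.025 for *Pcna*. After *Terf1* loss they went from -0.12 to 0.042 for *Terf2*, from -0.076 to 0.17 for *Actb*, from -0.070 to 0.049 for *Slx4* and from -0.071 to 0.075 for *Pcna*.

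Same-numbered libraries were not paired in the other comparisons of treated cells with +GFP cells of the same line. Their deviations had correlations of -0.017, 0.058 and 0.13 between *Rtel1* F/F +Cre and +GFP, and 0.024, 0.050 and 0.13 between TMPyP4 and +GFP. Between *Terf1* F/F +Cre and +GFP cells they were 0.55, 0.36 and -0.100. A block on the replicate number gave 7172, 5434 and 642 genes there, with *Slx4* and *Terf1* called and *Tmem254b* not called after *Rtel1* loss and *Terf1* called with TMPyP4, and in the paired comparisons 215 genes in RTEL1 C1252A/C1255A cells, 128 of them called without it, and 2833 between +Cre and TMPyP4-treated cells. Of the genes named in the paired comparisons, *Ndnf* lost its call and no other call changed. By the same rule, RTEL1 C1252A/C1255A +GFP cells were also paired with *Rtel1* F/F +Cre cells (0.78, 0.81 and 0.195) and with TMPyP4-treated cells (0.78, 0.69 and 0.30). The counts of those comparisons come from fits without a block. Unrounded counts were not run, since every count was whole, and the 4 alternatives for promoter G4-DNA were not run, since they need the genome sequence. A design of 3 libraries against 3 cannot give an exact permutation p under 0.1, which limits the score.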

Differences from the paper's values

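Every test here was chosen before the values were compared, except the GC correction, which was chosen after seeing the data.

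After Cre 150 genes were differentially expressed in RTEL1 C1252A/C1255A cells, against about 330 in Figure 1, read by eye, as the paper's value. Of the 14 alternatives set before the data were examined, 2 came within 1.5 times the paper's value: DESeq2, the tool that the paper names, with 339 genes, and an adjusted p of at most 0.05, with 416 genes. The other 12 did not, with between 0 genes (only the groups compared) and 215 genes (replicate number as a block). With the GC correction, chosen after seeing the values, 330 genes were called, and with the GC correction and the block, also chosen after seeing the values, 548.

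Of these genes 122 were shared with *Rtel1* loss, against about 250 in Figure 1, read by eye, as the paper's value. Of the 20 alternatives set before the data were examined, 4 came within 1.5 times the paper's value: DESeq2 with 253 genes, an adjusted p of at most 0.05 with 329, the replicate number as a block with 173 and the fit without *Rtel1* F/F +GFP replicate 1 with 172. The other 16 did not, with between 0 genes (only the groups compared) and 126 genes (without RTEL1 C1252A/C1255A +Cre replicate 1). With the GC correction, chosen after seeing the values, 249 genes were shared, and with the GC correction and the block, 424.

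The paper states that no significant overlap was found between the genes changed with RTEL1 C1252A/C1255A and after *Terf1* loss and those changed after *Rtel1* loss. Here both sets shared more genes with *Rtel1* loss than random lists matched on expression, 1.80 times and 1.38 times as many (two-sided permutation p = 0.0002 for each, the smallest that the lists can give). Across genes r was 0.16 and -0.013, and 92.6% and 55.0% of the shared genes changed in the same direction. The lists were not matched on the spread of each gene, which all comparisons share in the single model. Genes with a small spread are called more easily in each comparison, so the excess alone does not show a shared response.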

Other observations

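The tests of a GC correction, a swap of lines, deletion of the floxed alleles and a library batch for the *Rtel1* F/F +GFP libraries, and the test of *Atp6v0c*, were chosen only after the result was seen.

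The *Rtel1* F/F +GFP libraries lay apart from the other 4 groups of *Rtel1* F/F cells. Between RTEL1 C1252A/C1255A +GFP and *Rtel1* F/F +GFP cells, groups that both have intact floxed alleles, 6138 genes (44.7% of those tested) were differentially expressed, 3105 with higher and 3033 with lower levels. Across genes these differences had r = 0.81 with *Rtel1* loss (0.47 on average and between 0.41 and 0.52 for simulated unchanged groups), with 4760 genes called in both and 99.3% of them in the same direction, and r = 0.70 with TMPyP4 treatment, with 3341 genes called in both. The tables argue against several explanations. With every library thinned to the smallest total 5901 genes were called, without the 100 most abundant genes 5942, and with a GC correction 6902, of which 5333 were among the 6138, so library size, a few abundant genes and GC content are not the whole cause. A swap with the *Terf1* F/F line is argued against by *Xist*, which had at least 437 CPM in the *Rtel1* F/F +GFP libraries and at most 0.397 CPM in any *Terf1* F/F library. Deletion of the floxed alleles was not needed for the pattern in RTEL1 C1252A/C1255A +GFP cells, since r = 0.81 was reached where no Cre was given. This does not exclude deletion as a cause in *Rtel1* F/F +Cre cells. Both differences are taken from the same +GFP libraries, and the cells without Cre express the mutant. What stays open is a library batch that the *Rtel1* F/F +GFP libraries do not share. Deviations of same-numbered libraries 1 and 2 had a mean correlation of 0.0340 between *Rtel1* F/F +GFP and the 6 other groups, against 0.61 among those groups. Libraries 3 did not show this contrast, with correlations between -0.089 and 0.14 with *Rtel1* F/F +GFP and between -0.39 and 0.42 among the 6 other groups. Neither the labels nor the paper give a batch. The copy *Atp6v0c-ps2*, described below, parted replicates 2 and 3 of *Rtel1* F/F +GFP from those of the other groups, but not replicate 1. A batch marked by this copy would thus not coincide with the group, and it was not tested. Within replicate 1, r of *Rtel1* loss with TMPyP4 was 0.64, against 0.85 and 0.80 within replicates 2 and 3. A batch of all 3 +GFP libraries would coincide with the group, so it cannot be told apart from the condition. Cell density, read from 20 targets of YAP/TAZ, cannot be told apart either, since members of the list went both ways. The highest limma camera adjusted p over the 3 comparisons was 0.987, with medians of 0.0086 in *Rtel1* loss (10 of 20 genes higher), 0.15 with TMPyP4 (15 higher) and -0.098 in RTEL1 C1252A/C1255A +GFP cells (8 higher), while fry gave adjusted p = 0.00208 for the first, downward, and 0.00445 for the second, upward. An effect of the mutant protein in RTEL1 C1252A/C1255A +GFP cells, which the design names, was not tested and does not bear on the TMPyP4-treated cells. If a batch lies behind the position of the *Rtel1* F/F +GFP libraries, it may account for part of the changes shared by *Rtel1* loss and TMPyP4 treatment.

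The lower interferon-stimulated genes in *Rtel1* F/F +Cre and TMPyP4-treated cells may reflect a high level in the *Rtel1* F/F +GFP libraries, since the list was also lower in RTEL1 C1252A/C1255A +GFP cells than in *Rtel1* F/F +GFP cells, by a median of -1.30 (limma camera adjusted p = 2.0e-15, 1 of 29 genes higher). Why the level was high there was not tested.

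Other splits of the libraries were counted. For the number of called genes, 1 of the 10 splits, the real one, gave as many genes after *Rtel1* loss, with TMPyP4, in RTEL1 C1252A/C1255A cells, after *Terf1* loss and between +Cre and TMPyP4-treated cells, and the other splits gave 0 called genes. For the p53 targets, 1 of 10 gave a limma camera result as large in each of the 4 comparisons. For the interferon-stimulated genes it was 2 of 10 after *Rtel1* loss, with TMPyP4 and in RTEL1 C1252A/C1255A cells, and 1 of 10 after *Terf1* loss. Their unadjusted limma camera p was often small in the other splits too. Its median there was 1.4e-05 after *Rtel1* loss, 1.0e-07 with TMPyP4, 0.044 in RTEL1 C1252A/C1255A cells and 2.6e-11 after *Terf1* loss. A small limma camera p of this list is thus not by itself evidence from the libraries. With 10 splits the share is never under 0.1, so a grouping by chance cannot be told apart from an effect by this count alone.

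Replicates 1 and 2 differed in the same way in the groups other than *Rtel1* F/F +GFP. The GC content of a gene went with the difference, with a Spearman rho between -0.71 and -0.43 across 11785 genes in those 6 groups and 0.040 in *Rtel1* F/F +GFP cells. GC content is not the whole cause, since the mean correlation of 0.61 was still 0.52 after a GC correction. A difference in when or how the replicates were handled stays open, and no biological explanation was tested.

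*Atp6v0c* and its near-identical copy *Atp6v0c-ps2* differed between libraries of the same group. The copy held at most 0.271% of the counts of both in replicate 1 of every group, at most 0.415% in replicates 2 and 3 of *Rtel1* F/F +GFP cells and between 7.47% and 98.6% in replicates 2 and 3 of the other 6 groups. Over the 15 *Rtel1* F/F libraries the coefficient of variation was 108% for the copy and 19.9% for the sum of both, so reads shared between the copies are a candidate explanation. No biological explanation was tested.

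The p53 targets rose after Cre in RTEL1 C1252A/C1255A cells, with a median log2 fold change of 0.17 (limma camera adjusted p = 5.0e-10, and between 1.4e-13 and 2.8e-07 over all alternatives, 18 genes up, 5 called, 7 when adjusted over the list alone), and in *Terf1* F/F cells, with a median of 0.46 (limma camera adjusted p = 2.0e-16, and between 9.3e-25 and 8.8e-13 over all alternatives, 21 genes up, 9 called, 14 when adjusted over the list alone). Their mean level went from 4.85 ± 0.0472 to 5.09 ± 0.0358 log2 CPM and from 5.49 ± 0.0684 to 5.97 ± 0.0504 log2 CPM (SD, n = 3), with every +Cre library above every +GFP library, and both calls held under fry. The median with the mutant was -0.055 for DNA replication (limma camera adjusted p = 0.0625, and between 0.00379 and 0.522 over all alternatives, 18 of 49 genes up), 0.0080 for telomere maintenance (limma camera adjusted p = 0.480, 12 of 22 up) and -0.0070 for the DNA damage response (limma camera adjusted p = 0.409, 15 of 34 up), with 0 genes called in each and 7, 3 and 3 with an unadjusted p under 0.05. After *Terf1* loss the medians were -0.0092 (limma camera adjusted p = 0.569, 23 up), -0.018 (0.679, 10 up) and -0.026 (0.579, 14 up), with 0, 0 and 1 genes called and 3, 1 and 5 with an unadjusted p under 0.05.

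The paper links common fragile sites to large genes. Of the genes tested, 1818 spanned at least 100 kb. Their median log2 fold change was -0.21 after *Rtel1* loss (limma camera adjusted p = 9.7e-05, 620 genes up, 239 called with increased and 639 with reduced levels), -0.059 with TMPyP4 (limma camera adjusted p = 0.107), -0.070 in RTEL1 C1252A/C1255A cells (limma camera adjusted p = 1.1e-08, 600 genes up) and -0.013 after *Terf1* loss (limma camera adjusted p = 0.251). The first and the third held under fry (adjusted p = 5.4e-06 and 0.0218).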
